# SNORA23 inhibits HCC tumorigenesis by impairing the 2′-O-ribose methylation level of 28S rRNA

**DOI:** 10.20892/j.issn.2095-3941.2020.0343

**Published:** 2022-01-15

**Authors:** Zhiyong Liu, Yanan Pang, Yin Jia, Qin Qin, Rui Wang, Wei Li, Jie Jing, Haidong Liu, Shanrong Liu

**Keywords:** SNORA23, ribosome biogenesis, rRNA methylation, HCC

## Abstract

**Objective:**

The dysregulation of ribosome biogenesis is associated with the progression of numerous tumors, including hepatocellular carcinoma (HCC). Small nucleolar RNAs (snoRNAs) regulate ribosome biogenesis by guiding the modification of ribosomal RNAs (rRNAs). However, the underlying mechanism of this process in HCC remains elusive.

**Methods:**

RNA immunoprecipitation and sequencing were used to analyze RNAs targeted by ribosome proteins. The biological functions of SNORA23 were examined in HCC cells and a xenograft mouse model. To elucidate the underlying mechanisms, the 2′-O-ribose methylation level of rRNAs was evaluated by qPCR, and the key proteins in the PI3K/Akt/mTOR pathway were detected using Western blot.

**Results:**

Twelve snoRNAs were found to co-exist in 4 cancer cell lines using RPS6 pull-down assays. SNORA23 was downregulated in HCC and correlated with the poor prognoses of HCC patients. SNORA23 inhibited the proliferation, migration, and invasion of HCC cells both *in vitro* and *in vivo*. We also found that SNORA23 regulated ribosome biogenesis by impairing 2′-O-ribose methylation of cytidine^4506^ of 28S rRNA. Furthermore, SNORA23, which is regulated by the PI3K/Akt/mTOR signaling pathway, significantly inhibited the phosphorylation of 4E binding protein 1. SNORA23 and rapamycin blocked the PI3K/AKT/mTOR signaling pathway and impaired HCC growth *in vivo*.

**Conclusions:**

SNORA23 exhibited antitumor effects in HCC and together with rapamycin, provided a promising therapeutic strategy for HCC treatment.

## Introduction

As one of the most common malignant tumors worldwide, liver cancer ranks high in the number of cancer-related deaths^1^. Hepatocellular carcinoma (HCC) is one of the most frequently diagnosed primary liver cancers and is characterized by high morbidity and mortality^2^. There has been an increasing trend in the incidence and mortality of HCC^3^. More than 350,000 cases of HCC were diagnosed and there were more than 310,000 deaths in the past year in China^4^. Although numerous effective therapeutic methods, such as surgical resection, chemotherapy, liver transplantation, and immunotherapy, have been used, the prognosis of HCC remains poor^5^. Therefore, it is important to characterize the complicated underlying mechanisms of HCC, and to identify effective methods involving diagnosis and the use of therapeutic targets.

The dysregulation of ribosome biogenesis has long been considered to be a hallmark of tumor enlargement and invasion, including that of HCC^6^. Enhanced ribosome biogenesis has been observed in many cancers with poor prognoses^7^. Moreover, increasing evidence also indicates that impaired ribosome biogenesis contributes to the abnormal proteomes of cancer cells^8^. There are reports linking oncogenes and antioncogenes with the regulation of ribosome biogenesis^9^. However, we still know little about the underlying mechanisms of this process. Usually, the loss of tumor suppressor genes or deregulation of key proteins in signal transduction pathways impacts ribosome biogenesis regulatory points, such as RNA polymerases^10^. For example, impaired ribosome biogenesis usually activates the tumor suppressor protein, p53, further inducing the abnormal growth and division of cancer cells^11^. Other mechanisms are also involved in impaired ribosome biogenesis, including modification of 2′-O-ribose methylation and pseudouridylation of some ribosomal RNAs (rRNAs)^12^. Studies analyzing ribosome biogenesis in breast cancer cells with enforced aggressiveness also showed incorrect modifications of rRNAs^13^. However, what contributes to ribosome biogenesis and how this process drives the malignant transformation of HCC cells remain poorly understood.

Small nucleolar RNAs (snoRNAs) are conserved small non-coding RNAs (ncRNAs), which are usually classified as C/D-box or H/ACA-box^14^. C/D-box snoRNAs guide the 2′-O-ribose methylation of targeted rRNAs and H/ACA-box snoRNAs guide pseudouridylation by identifying complementary base pairs^15^. Impaired ribosome biogenesis is a feature of cancer cells, and snoRNAs participate in the post-transcriptional modification of rRNAs. The snoRNAs have also been shown to play a vital role in the tumorigenesis of various cancers, including HCC^16^. For example, SNORD76 was shown to be overexpressed in HCC tissues and correlated with poor prognoses of HCC patients^17^. Additionally, SNORD76 promoted the invasiveness of HCC cells by regulating the epithelial-mesenchymal transition and the Wnt/β-catenin pathway. Thus, the identifications of snoRNAs related to ribosome biogenesis in HCC are important. Dysregulations of important signaling pathways have been often observed in HCC, and have also been implicated in ribosome biogenesis and the alternation of snoRNAs^18^. Moreover, the PI3K/AKT/mTOR cascade is one of the most hyperactivated signaling pathways in HCC^19^. The eukaryotic initiation factor, 4E (eIF4E) binding protein 4E binding protein 1 (4EBP1) and ribosomal protein S6 (RPS6) are two important translational regulators that can be phosphorylated or dephosphorylated by the mTOR complex 1 (mTORC1)^20^. We therefore hypothesized that important snoRNAs may be involved in the progression of HCC by regulating the PI3K/AKT/mTOR cascade, and that characterizing its mechanism may help reveal potential therapeutic targets for HCC.

Here, we performed RNA immunoprecipitation sequencing (Rip-seq) with RPS6 antibody and further validated the low expression of SNORA23 in HCC. Aberrant expression of SNORA23 was associated the poor prognoses of HCC patients. As an H/ACA box snoRNA, SNORA23 was identified as a new guide RNA for the pseudouridylation of 28S rRNA. We found SNORA23 altered the 2′-O-ribose methylation of 28S rRNA by direct binding, and found that SNORA23 significantly inhibited the phosphorylation of 4EBP1 both *in vitro* and *in vivo*, which acted synergistically with rapamycin. Together with rapamycin, our study has provided a new strategy to control HCC.

## Materials and methods

### Cell lines and culture

Human HCC cell lines (Huh7, SMMC7721, and Hep3B) were obtained from the Chinese Academy of Sciences Cell Bank (Beijing, China). Prostate cancer (DU145), colon cancer (HCT116), and pancreatic cancer (SW1990) cells were obtained from the American Tissue Culture Collection (Manassas, VA, USA). Huh7, SMMC7721, Hep3B, and SW1990 cells were cultured in Dulbecco’s Modified Eagle Medium (Gibco, Gaithersburg, MD, USA). DU145 was cultured in RPMI 1640 medium (Gibco). HCT116 was cultured in McCoy’s 5A medium (Gibco). Media were supplemented with 10% fetal bovine serum (FBS; Gibco). Cell cultures were maintained in a humidified incubator at 37 °C in 5% CO_2_.

### Clinical samples

Clinical samples of HCC and adjacent tissues were acquired from surgical HCC patients at the Department of Surgery, Changhai Hospital (Shanghai, China). The use of clinical samples in this study was approved by the Ethics Committee of the Second Military Medical University. Informed consent was obtained from each subject. Histopathological features of clinical samples were confirmed by hematoxylin and eosin staining.

### RNA immunoprecipitation (RIP) and RNA sequencing analysis

Hep3B, DU145, HCT116, and SW1990 cells were used to perform RIP assays using RPS6 antibody (ab70227; Abcam, Cambridge, UK) and the Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore, Burlington, MA, USA) according to the manufacturer’s instructions. The RNAs that interacted with RPS6 were isolated, purified, and used to generate cDNA libraries, which were quantified with a Qubit 2.0 fluorimeter. Sequencing was performed with an Illumina HiSeq 2500 sequencer (Beijing Biomarker Technology, Beijing, China). RIP-seq reads were aligned to the human reference genome version 19 using the TopHat algorithm. For expression analysis, densities of genes were determined by the value of reads per kb per million reads. The accession number of the RIP-seq (RPS6) data is NCBI GEO: GSE129504.

### RNA extraction and the quantitative PCR

Total RNA of cells and tissues was isolated using RNA fast 200 (Fastagen, Shanghai, China) and TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturers’ instructions. NanoDrop1000 (Thermo Fisher Scientific, Waltham, MA, USA) was used to evaluate the concentration and purity of the total RNA. The cDNA was synthesized using the PrimeScript™ RT Master Mix kit (TaKaRa, Shiga, Japan). Quantitative RT-PCR was performed using the SYBR^®^ Premix Ex Taq™ II (TaKaRa) and the LightCycler^®^ 480 II system (Roche, Basel, Switzerland) according to the manufacturers’ instructions. Relative expression was determined using the comparative Ct method. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an endogenous control. Primer sequences are shown in **Supplementary Table S1**.

### Recombinant plasmid construction and transfection

Full-length SNORA23 and SNORA73B were amplified using the I-5™ 2× High-Fidelity Master Mix (TsingKe, Shanghai, China) and cloned into the pcDNA3.1 vector (Invitrogen) according to the manufacturer’s instructions. The 4026-5029 region of 28S rRNA containing SNORA23 complementary sequences was amplified using the I-5™ 2× High-Fidelity Master Mix (TsingKe), and cloned into the pmirGLO vector (Promega, Madison, WI, USA), and named pmirGLO-28S-WT and pmirGLO-28S-mut. HCC cells were co-transfected with these plasmids using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol. Primer sequences are shown in **Supplementary Table S1**.

### SNORA23 knockout by CRISPR/Cas9

The CRISPR system was obtained from Professor Yongming Wang, Fudan University, and was performed as previously described. Two specific guide RNAs were designed using CRISPOR (http://crispor.tefor.net/) and subcloned into the CRISPR vector. HCC cells were transfected with recombined epiCRISPR vector and selected with puromycin (1 µg/mL). Knockout efficiency was verified by agarose gel electrophoresis and Sanger sequencing. The verified primers and guide RNA sequences are provided in **Supplementary Table S1**.

### Immunohistochemistry

First, tissue sections were fixed in formalin for 12 h, embedded in paraffin, deparaffinized in xylene, and rehydrated in alcohol. Second, tissue sections were incubated 45 min in a steamer using protein retrieval solution (Dako, Glostrup, Denmark), followed by 3% hydrogen peroxide solution for 10 min and protein block solution (Dako) for 20 min at room temperature. Tissue sections were then incubated overnight with antibodies against Ki-67 (9027T, Cell Signaling Technology, Danvers, MA, USA) and AKT (4691S, Cell Signaling Technology) at 4 °C followed by 30 min with the biotinylated secondary antibody (Vector Laboratories, Burlington, CA, USA), and ABC reagent (Vector Laboratories) for 30 min. Finally, 3,3′-diaminobenzidene (DAB; Dako) was used to visualize the target proteins. Images of stained tissue sections were obtained using a IX73 microscope (Olympus, Tokyo, Japan).

### Dual luciferase reporter assays

To examine whether SNORA23 directly targeted 28S rRNA, we divided the recombinant plasmids, pmirGLO-28S-WT, and pmirGLO-28S-mutalong with pcDNA3.1, pcDNA3.1-SNORA23, and empty vectors into six groups, and transfected them into Huh7 cells. Luciferase activity was determined using the Dual-Luciferase Reporter Assay System (KeyGEN Biotech, Nanjing, China) according to the manufacturer’s instructions.

### Western blot analysis

Following treatment with recombinant plasmids or chemical inhibitors, GSK2141795 (HY-15965; MCE, Princeton, NJ, USA), or rapamycin (HY-10219, MCE), HCC cells were lysed with RIPA lysis buffer (NCM Biotech, Newport, RI, USA) containing 1% protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO, USA) on ice for 30 min and boiled for 5 min at 95 °C. Proteins were separated on 4%–20% SDS-polyacrylamide gels (GenScript, Piscataway, NJ, USA) and transferred to 0.2 µm polyvinylidene difluoride membranes (Perkin Elmer Life Sciences, San Jose, CA, USA). Then, the blots were blocked with 5% nonfat dry milk (BioLight BIO, Zhejiang, China) for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: AKT (4691S; Cell Signaling Technology), phospho-AKT1-S473 (AP0140; ABclonal Technology, Woburn, MA, USA), RPS6 (ab70227; Abcam), phospho-RPS6-S240/244 (AP0537; ABclonal), 4EBP1 (A1248; ABclonal), phospho-4EBP1-Thr37/46 (2855S; Cell Signaling Technology), and FBL (A13490; ABclonal). Blots were incubated with horseradish peroxidase-conjugated goat anti-rabbit IgG (H + L) (AS014; ABclonal) for 1 h at room temperature. Protein bands were visualized using ImageQuant LAS4000 (GE Healthcare, Chicago, IL, USA) and normalized to GAPDH (AC001, ABclnonal).

### Cell proliferation assays

A total of 3,000 cells were seeded into 96-well plates and the cell proliferation rate was evaluated using the Cell Counting Kit-8 assay (CCK8; Dojindo Laboratories, Kumamoto, Japan) after 2 h at 37 °C. Optical density (OD) values at 450 nm were determined using a Thermo Varioskan™ LUX (Thermo Fisher Scientific) at 0, 12, 24, 36, and 48 h after seeding. The 5′-ethnyl-0-deoxyuridine (EdU) immunofluorescence staining was conducted using the EdU Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The stained micrographs were quantified using Image J software (National Institutes of Health, Bethesda, MD, USA).

### Cell migration assays

HCC cells transfected with recombinant plasmids or siRNAs for 24 h were washed with cold phosphate-buffered saline (PBS), digested, and seeded into the upper chamber of a Transwell chamber (Corning, Corning, NY, USA); the lower chamber contained DMEM with 10% FBS. Migrated cells were fixed using 4% paraformaldehyde solution after 12–18 h and stained with 0.1% 4′,6-diamidino-2-phenylindole. Migrated cells were counted using a IX73 microscope (Olympus).

### Wound healing migration assays

At 24 h after transfection, HCC cells were scratched with a sterile 200 µL pipette tip. Scratched cells were washed 3 times with PBS and cultured with serum-free medium. The scratched areas were recorded with a IX73 microscope (Olympus) and quantified with Image J software (National Institutes of Health).

### Ribosome activity detected by O-propargyl-puromycin (OP-Puro) incorporation

Ribosome activity was determined using an OP-Puro (HY-15680; MCE) incorporation assay. OP-Puro was added to the culture medium at a final concentration of 50 µM and incubated for 1 h; the cells were then washed twice with PBS and fixed in 0.5 mL 4% paraformaldehyde on ice for 20 min. The cells were then washed with PBS and permeabilized in 200 µL of 0.1% Triton X-100 (Bio-Light, Zhuhai, China) in PBS containing 3% FBS (Bio-Light) for 20 min at room temperature. The azide-alkyne cyclo-addition was performed using the Click-iT Cell Reaction Buffer Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions, and azide conjugated to Alexa Fluor 488 (Thermo Fisher Scientific) at 2.5 µM final concentration for 30 min. The cells were then washed twice with PBS and resuspended in 200 µL Hoechst 33342 (Thermo Fisher Scientific) for 30 min. The fluorescence intensity of cells was determined using a IX73 microscope (Olympus) and acquisition software (Olympus).

### Chromatin isolation by RNA purification (ChIRP)

The 3′-biotinylated SNORA23 and scramble probes were designed by RiboBio (Guangzhou, China). The ChIRP assay is depicted in **Figure 6D** and was performed as previously described. Huh7 cells (2 × 10^7^) were seeded, grown to confluence, and cross-linked with 1% glutaraldehyde for 10 min at room temperature. The cross-linking reaction was quenched with 1.25 M glycine for 5 min, lysed with lysis buffer at 4 °C, and sonicated in a Bioruptor (TenLIN, Yancheng, China). The lysate was sonicated to a chromatin smear size range of 100–500 bp and verified by agarose gel electrophoresis. The obtained chromatin was hybridized separately with the biotinylated antisense and scramble probes for 4 h at 37 °C. The biotinylated SNORA23-bound chromatin was captured by Dynabeads^®^ MyOne™ Streptavidin C1 (Invitrogen), followed by rinsing with a wash buffer. From the ChIRP chromatin, RNA was purified from the beads using TRIzol reagent (Invitrogen). The enrichment of RNA was determined for qRT-PCR analysis.

### Animal study

The animal study was approved by the Animal Ethics Committee of Animal Experiment Center, Tongji University (Approval No. TJLAC-014–028). A total of 3 × 10^6^ Huh7 cells were suspended and subcutaneously injected into the right flanks of male 4-week-old athymic BALB/c nude mice. Tumor volume was measured using the formula: X × Y^2^ × 0.5 (where X was the longest diameter and Y was the shortest diameter). When the tumor volume reached 100 mm^3^, the mice were randomly divided into 4 groups (*n* = 7). Mice in the treatment group were injected intratumorally with rapamycin (20 µg) or pcDNA3.1-SNORA23 (50 mg), as well as a combination of rapamycin (20 µg) and pcDNA3.1-SNORA23 (50 mg) dissolved in 50 µL PBS. In the control group, mice were injected intratumorally with empty pcDNA3.1 (50 mg) dissolved in 50 µL PBS. All mice in the 4 groups were injected every 3 days. Four weeks later, the mice were euthanized and protein levels of Ki67 and AKT in xenografted tumors were examined by immunohistochemistry.

### Statistical analysis

Data are presented as the mean with standard deviation (SD). Prism 6.0 (GraphPad, San Diego, CA, USA) was used to describe the results. Statistical analyses were conducted using SPSS statistical software for Windows, version 21 (SPSS, Chicago, IL, USA). Statistical analyses were performed as described in the figure legends. **P < 0.01; *P < 0.05. A value of *P* < 0.05 was considered to be statistically significant.

## Results

### SNORA23 interacts with RPS6 and is decreased by the PI3K/AKT/mTOR cascade in HCC

Dysregulation of ribosome biogenesis and oncoprotein synthesis are hallmarks of numerous cancers, including HCC^21^. In addition, small nucleolar RNAs (snoRNAs) are considered to play an important role in ribosome biogenesis^22^. Moreover, the hyperactivated PI3K/AKT/mTOR cascade in HCC often promotes the phosphorylation of ribosomal protein S6 (RPS6), an indispensable translation initiation regulator in eukaryotic cells^23^. 

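RNAs bound to ribosomal protein S6 (RPS6), a protein of the small ribosomal subunit, were pulled down with an RPS6 antibody by RNA immunoprecipitation (RIP) and sequenced in 4 cancer cell lines. Hep3B cells are derived from HCC, HCT116 cells from colorectal cancer, DU145 cells from prostate cancer, and SW1990 cells from pancreatic cancer. Each cell line had 1 RIP library and 1 input library, which holds the RNA of the cell lysate without immunoprecipitation, so the 8 libraries form 4 pairs and no pair has a replicate within its cell line. The titles of the sample labels place the liver cancer pair in Hep3B cells, as the paper does, while the cell line field of the same labels names Huh7 cells. The pair is called Hep3B here. The authors aligned the reads to the human reference genome version 19 with TopHat and deposited an FPKM value (fragments per kilobase of transcript and 1000000 mapped fragments) and an estimated count for 57756 genes in each library. Most deposited counts of a library are multiples of a common step, between 0.673 and 1.27. Between 89.0% and 93.0% of the values above 0 became whole fragments after division by it, and the rest did not. Fragments recovered in this way numbered between 35796276 and 54209591 per input library, with a median of 41320324, and between 34630231 and 42610124 per RIP library, with a median of 37641212. A floor of 3 fragments therefore lay between 0.0553 and 0.0866 fragments per 1000000 in the 8 libraries. The tables name no RNA class, so snoRNAs were taken by their gene names, SCARNA names included, which gave 1478 entries with 435 distinct names. The ratio of RIP to input in a cell line was calculated as log2 of (RIP FPKM + 1)/(input FPKM + 1), a scale that understates the change of genes with a low FPKM. On a short RNA, 1 fragment can be several FPKM, so few fragments can give a large ratio. Cell lines were the only units that repeat, and a sign-flip permutation test over 4 cell lines cannot give a two-sided p below 0.13.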

Here, we performed RNA immunoprecipitation sequencing (RIP) with RPS6 in cancer cell lines, Hep3B, HCT116, DU145, and SW1990, to identify snoRNAs involved in ribosome biogenesis (**Figure 1A**). The landscape of RNAs that interacted with RPS6 is shown in **Figure 1B** and included 20,315 messenger RNAs (mRNAs; 35.6%), 13,964 pseudogenes (24.5%), 7,107 long intervening noncoding RNA (lincRNAs; 12.5%), and 6,952 others, such as transfer RNAs (tRNAs) and rRNAs (12.2%), 3,048 microRNA (miRNAs; 5.3%), 2,033 miscellaneous RNAs (miscRNAs; 3.5%), 1,916 small nuclear RNA (snRNAs; 3.4%), 223 overlapping genes (0.4%), and 1,457 snoRNAs (2.6%) as RPS6 pulldowns in the 4 cancer cell lines. 

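In the deposited tables, 32371 of the 57756 listed genes had an FPKM above 0 in at least 1 of the 4 RPS6 RIP libraries. Among them were 17104 of the 19179 genes that RefSeq lists as protein coding, 1212 of the 1963 listed as long noncoding RNAs, 111 of the 1922 genes with snRNA names, and 176 of the 1478 genes with snoRNA names. The snoRNAs made up 0.544% of the genes above 0. The RIP libraries of Hep3B, HCT116, DU145, and SW1990 cells contained 60, 61, 105, and 82 snoRNAs above 0, and the matching input libraries contained 130, 103, 153, and 112. Only 20 snoRNAs were above 0 in all 4 RIP libraries, and 18 had at least 1 FPKM in all 4, the alternative that changed the count most. The snoRNAs took up a small share of each library, and a smaller one in the RIP than in the input of every cell line. In Hep3B cells they held 0.0789% of the input fragments and 0.0102% of the RIP fragments. The shares were 0.00867% and 0.00220% in HCT116 cells, 0.0226% and 0.00445% in DU145 cells, and 0.0195% and 0.0103% in SW1990 cells. A snoRNA listed at 0 in a library was not detectable at this depth, which does not show that it was absent.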

The Venn diagram indicated that only 12 snoRNAs co-existed (**Figure 1C**). These results implied that a few snoRNAs possessed critical functions in the ribosome biogenesis of various cancers.

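The tables were searched for snoRNAs with a RIP value of at least 1 FPKM and at least 2-fold above the input, on the (FPKM + 1) scale. This rule selected 29 snoRNAs in Hep3B, 22 in HCT116, 46 in DU145, and 38 in SW1990 cells, 112 in all. Of these, 21, 16, 34, and 25 were selected only in Hep3B, HCT116, DU145, and SW1990 cells, respectively. SNORA5C and SNORA71C were the 2 selected in all 4 cell lines. As many snoRNAs were drawn at random in each cell line, 10000 times. From the 306 snoRNAs above 0 in any library, the mean number shared by all 4 was 0.0423 (one-sided permutation test, p = 0.0009). From those with at least 1 FPKM in the RIP library of the cell line, the mean was 1.44 (one-sided permutation test, p = 0.431, chosen after the values were seen). Shared detection alone can therefore give 2. SNORA5C and SNORA71C both rest on few fragments. SNORA71C had between 0 and 5 fragments in an input library and between 2 and 8 in a RIP library, and SNORA5C had between 0 and 3 and between 2 and 9. A count of 1 fragment against 0 can pass the rule. SNORD46 passed so in SW1990 cells, at 8.16 FPKM, and SNORA28 in HCT116 cells, at 4.40 FPKM. How many of the 112 rest on 1 fragment was not counted. With counts scaled by depth but not by length, the rule selected 0, 0, 1, and 1 in the same order of cell lines. The numbers per cell line therefore depend on the scale and may reflect counting error. Without the HCT116 pair, 4 snoRNAs were shared, the other 2 being SNORA30 and SNORA46. The number shared changed most when the input was left out of the rule, since 18 snoRNAs had at least 1 FPKM in all 4 RIP libraries. The 12 snoRNAs that the paper followed were SNORA65, SNORD46, SNORA28, SNORA71C, SNORA23, SNORD12B, SNORA73B, SCARNA5, SNORD17, SNORA31, SCARNA13, and SNORA20. Of these, SNORA23, SNORA71C, SNORA73B, SNORD17, and SCARNA13, 5 in total, were above 0 in all 4 RIP libraries. Another 5 were above 0 in 1 to 3 of them, and SNORD12B and SNORA20 in none. SNORA20 was listed at 0 in all 8 libraries. SNORA71C was higher in RIP than in input in 4 of 4 cell lines, and SNORA73B and SCARNA13 were lower in 4 of 4. Summed over the cell lines, 8 of the 12 had more fragments in the inputs than in the RIP libraries. SNORD17, the most abundant, had 1234 fragments in the inputs and 311 in the RIP libraries, and SCARNA5 had 747 and 41. The Hep3B pair weighs heavily in these sums, with 676 and 15 fragments on SNORD17 and 574 and 0 on SCARNA5. These folds within a cell line have no replicate check.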

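Across the 4 cell lines, RIP and input were compared with edgeR's quasi-likelihood test on the estimated counts, with the cell line as a block. Of the 19921 genes with a mean of at least 10 counts, 5282 were higher in RIP and 4960 were lower (adjusted p-value under 0.05, Benjamini-Hochberg adjustment). Without the block for cell line, the alternative that changed these counts most, 1427 genes were higher and 1344 were lower. Only 25 snoRNAs had enough counts to be tested. None was higher in RIP, with 0 also at an unadjusted p-value under 0.05, and 15 were lower. Of these 15, 6 were SNORD3A, SNORD3B-1, SNORD3B-2, SNORD3C, SNORD3D, and U3, near-identical copies between which the authors' counting could have split fragments. Without the Hep3B pair, 9 of the 20 snoRNAs tested were lower. With limma on log2(FPKM + 1), which tested 166 snoRNAs, SNORA5C and SNORA71C were higher and 31 were lower. SCARNA13 had a log2 fold change of -2.55 (standard error 0.55, adjusted p = 0.00282 from edgeR's quasi-likelihood test) and was lower in 4 of 4 cell lines. SCARNA5, lower in 3 of 4, had a log2 fold change of -2.72 (standard error 1.28, adjusted p = 0.100 from the same test). It passed the threshold without the SW1990 pair or without the minimum on counts, whereas SCARNA13 did not pass it without the block. SNORD17, also lower in 3 of 4, had a log2 fold change of -1.37 (standard error 0.80, adjusted p = 0.180 from the same test). It passed the threshold only without the minimum on counts. As a class, the 166 snoRNAs with a mean of at least 1 FPKM had a median log2 ratio of 0 in every cell line. In Hep3B cells, 29 of them were higher in RIP and 72 were lower. The numbers were 20 and 59 in HCT116 cells, 51 and 71 in DU145 cells, and 44 and 53 in SW1990 cells, and the rest had equal values in both libraries. Values are equal when a snoRNA is listed at 0 in both. Only 61 snoRNAs were above 0 in the RIP library of HCT116 cells, for example. A class median of 0 can therefore come from snoRNAs that were not detectable, and does not show an unchanged class. Among 10000 random gene lists of the same size and mean expression, the snoRNA median stood at percentiles 14.7, 26.7, 28.0, and 39.4 in the 4 cell lines in the same order. These percentiles count only random medians below 0. The middle random list also had a median of 0 in every cell line. The percentiles therefore do not place the snoRNAs low among such lists. From the 12 snoRNAs present in the pulldowns of all 4 cell lines, the paper proposes that a small number of snoRNAs have key functions in ribosome biogenesis in different cancers.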

**Figure 1:**
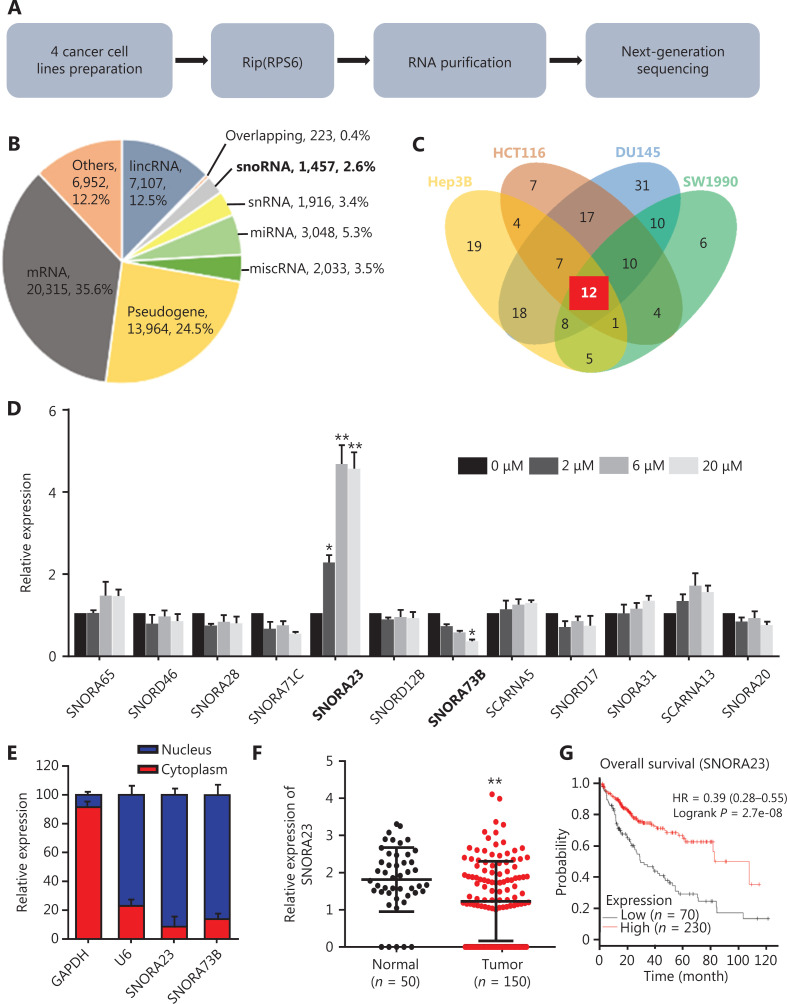
SNORA23 is affected by Akt and downregulated in hepatocellular carcinoma (HCC). (A) Schematic of the experimental methods of RPS6-RIP sequencing to identify small nucleolar RNAs involved in ribosome biogenesis. (B) The ncRNAs identified in RPS6 pull-downs. (C) Venn diagram showing 12 snoRNAs in 4 cancer cell lines from RPS6 pull-downs. (D) Related expression of the 12 snoRNAs in Huh7 cells treated with the AKT inhibitor, GSK2141795, at different concentrations. (E) Expression of SNORA23 and SNORA73B in the nucleus and cytoplasm of Huh7 cells. (F) Expression of SNORA23 was significantly downregulated in HCC samples (*n* = 150) compared with normal controls (*n* = 50) in the SNORic database. (G) The prognostic value of SNORA23 was obtained using the Kaplan-Meier Plotter online tool. Data was obtained from The Cancer Genome Atlas database. The bold text means snoRNA in RIP sequencing results (B) and significant changes of two snoRNA after GSK2141795 treatment (D). **P < 0.01; *P < 0.05. Statistical significance was determined using Student’s *t*-test.

Studies have shown that the PI3K/AKT/mTOR signaling pathway is frequently activated and involved in the progression and metastasis of HCC^24^. As a main downstream regulator, p70S6K1/2 is often phosphorylated and further regulates RPS6^25^. To clarify snoRNA-mediated regulation of ribosome biogenesis through the PI3K/AKT/mTOR-RPS6 cascade, we blocked the PI3K/AKT/mTOR signaling pathway in Huh7 cells with the AKT molecular inhibitor, GSK2141795, and detected the expression levels of 12 co-existing snoRNAs. GSK2141795 was used at 3 concentrations (2, 6, and 20 µM, and the effects were confirmed by Western blot (**Supplementary Figure S1A**). The results indicated that the expression levels of SNORA23 and SNORA73B changed significantly with increasing concentrations of GSK2141795, while the others were unchanged (**Figure 1D**). SNORA23 and SNORA73B were located within the introns of their host genes, importin 7 (*IPO7*) and the regulator of chromosome condensation (*RCC1*), respectively (**Supplementary Figure S1B**). We extracted nuclear and cytoplasmic RNAs of Huh7 cells and detected the subcellular expressions of SNORA23 and SNORA73B. More than 80% of the RNAs were expressed in the nucleus (**Figure 1E**). Next, we detected the expression levels of SNORA23 and SNORA73B in 150 HCC samples and 50 normal controls using a public database involving snoRNA in cancers (SNORic)^26^. The expression of SNORA23 was significantly downregulated in HCC samples while the expression of SNORA73B was unchanged (**Figure 1F and Supplementary Figure S1C**). We also detected their expression levels in 8 pairs of HCC tissues and adjacent non-cancerous tissues. The expression of SNORA23 was also detected in the public dataset, GSE57957. The results were consistent with the data from SNORic (**Supplementary Figure S1D–S1F**). Survival analysis indicated that the low expression level of SNORA23 was associated with poor prognoses of HCC patients (*P* = 2.7e^-08^), while SNORA73B had no relevance (*P* = 0.14) (**Figure 1G and Supplementary Figure S1G**). The survival data of HCC patients were obtained from The Cancer Genome Atlas (TCGA) dataset, which included 70 HCC patients in the SNORA23 low expression group and 230 patients in the high expression group.

These results showed that SNORA23 and SNORA73B were snoRNAs that interacted with RPS6 and were affected at least partially by the PI3K/AKT/mTOR signaling pathway. Moreover, lower expression of SNORA23 was found to correlate with poor prognoses of HCC patients, indicating its potential role in the development of HCC.

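SNORA23 and SNORA73B were each found in all 4 RPS6 RIP libraries, with few fragments. SNORA23 had 27 fragments in the input and 1 in the RIP library of Hep3B cells, 23 and 8 in HCT116 cells, 6 and 9 in DU145 cells, and 4 and 1 in SW1990 cells. Its log2 ratio of RIP to input was -3.69 in Hep3B, -0.91 in HCT116, 1.42 in DU145, and -1.25 in SW1990 cells, with a mean of -1.11 ± 2.09 (SD, n = 4 cell lines), which is smaller than the spread between cell lines (exact two-sided sign-flip permutation test, p = 0.5). Without the Hep3B pair the mean was -0.24. Its mean of 9.38 counts lay under the minimum of 10 for the test across all genes. In the fit without that minimum its log2 fold change was -1.35 (standard error 1.27, adjusted p = 0.526 from edgeR's quasi-likelihood test). The authors' deposited table gives RIP over input folds of 0.0479 (q-value 0.00592), 0.510 (q-value 1), 3.05 (q-value 0.0308), and 0.302 (q-value 1) for SNORA23 in the same order of cell lines. SNORA73B had 272 fragments in the input and 2 in the RIP library of Hep3B cells, 51 and 5 in HCT116 cells, 36 and 5 in DU145 cells, and 54 and 7 in SW1990 cells. It was lower in RIP in 4 of 4 cell lines, with a mean log2 ratio of -3.30 ± 2.04 (SD, n = 4; exact permutation test, p = 0.13, the smallest p that 4 cell lines allow). Its log2 fold change across the cell lines was -3.43 (standard error 0.86, adjusted p = 0.00660 from edgeR's quasi-likelihood test). Folds from the authors' deposited table were 0.00836, 0.146, 0.258, and 0.146. As a share of all fragments, SNORA23 in Hep3B cells was 0.754 per 1000000 in the input (95% Wilson interval 0.518 to 1.10) and 0.0289 per 1000000 in the RIP library (0.00510 to 0.164). In DU145 cells the values were 0.111 (0.0507 to 0.242) and 0.245 (0.129 to 0.465), and the intervals overlap. They overlap as well in HCT116 cells, with 0.505 (0.336 to 0.757) and 0.188 (0.0951 to 0.371), and in SW1990 cells, with 0.108 (0.0420 to 0.277) and 0.0260 (0.00459 to 0.147). Only in Hep3B cells are the intervals apart, but overlap does not rule out a difference between 2 libraries. Fisher's exact test on the fragments of each pair, which compares the libraries and not the conditions, gave a two-sided p of 2.4e-07 in Hep3B cells. The same test gave 0.018 in HCT116, 0.186 in DU145, and 0.210 in SW1990 cells. The RIP values of SNORA23 in Hep3B and SW1990 cells and of SNORA73B in Hep3B cells lie under the floor of 3 fragments. The intervals cover counting error only. The tables assign both snoRNAs to a locus shared with the host gene, so fragments of unspliced host RNA cannot be separated from them here.

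**Figure D1:**
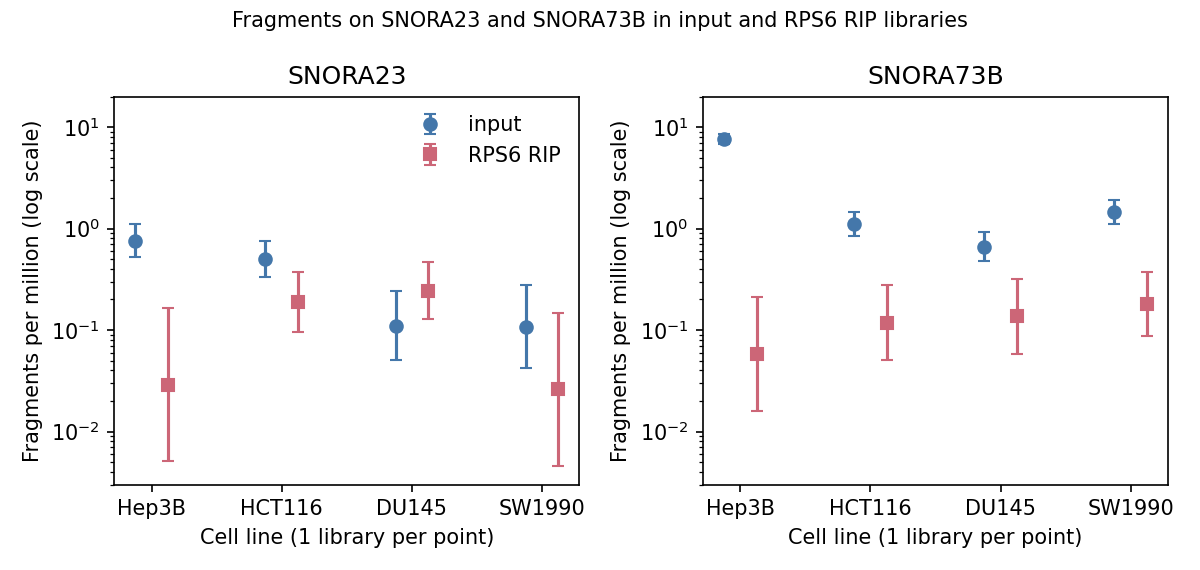
Fragments per 1000000 fragments (log scale) on SNORA23 (left) and SNORA73B (right) in the input and RPS6 RIP library of each cell line. Each point is 1 library, and bars are 95% Wilson intervals, which cover counting error only. SNORA73B is lower in RIP than in input in all 4 cell lines, while SNORA23 is lower in 3 and higher in DU145 cells, and its intervals overlap in HCT116, DU145, and SW1990 cells.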

### Enforced expression of SNORA23 inhibits the proliferation, migration, and invasion of HCC cell lines

Because SNORA23 was significantly decreased in HCC and low SNORA23 levels were associated with poor patient survival, we next characterized the potential effects of SNORA23 and SNORA73B in HCC cell lines. SNORA23 was overexpressed in Huh7 and SMMC 7721 cells (**Figure 2A**). The expression level of SNORA73B was not associated with HCC, but was associated with AKT. SNORA73B was also overexpressed in Huh7 cells (**Supplementary Figure S2A**). Enforced expression of SNORA23 suppressed the proliferation ability of Huh7 and SMMC 7721 cells dramatically, as evaluated by CCK-8 assays and EdU staining (**Figure 2B and 2C**). However, the enforced expression of SNORA73B failed to change the proliferation ability of Huh7 cells (**Supplementary Figure S2B and S2C**). We also assessed the migration and invasion abilities of SNORA23 and SNORA73B-overexpressing HCC cell lines by Transwell and wound healing migration assays. Transwell assays showed overexpression of SNORA23 significantly inhibited the migration and invasion abilities of Huh7 and SMMC 7721 cells nearly 3-fold (**Figure 2D**). Wound healing assays also showed the same results (**Figure 2E**). However, overexpression of SNORA73B did not change the migration and invasion ability of Huh7 cells (**Supplementary Figure S2D and S2E**). Furthermore, the overexpression of SNORA23 and SNORA73B altered expression of their host genes, *IPO7* and *RCC1*, respectively (**Supplementary Figure S2F**).

**Figure 2:**
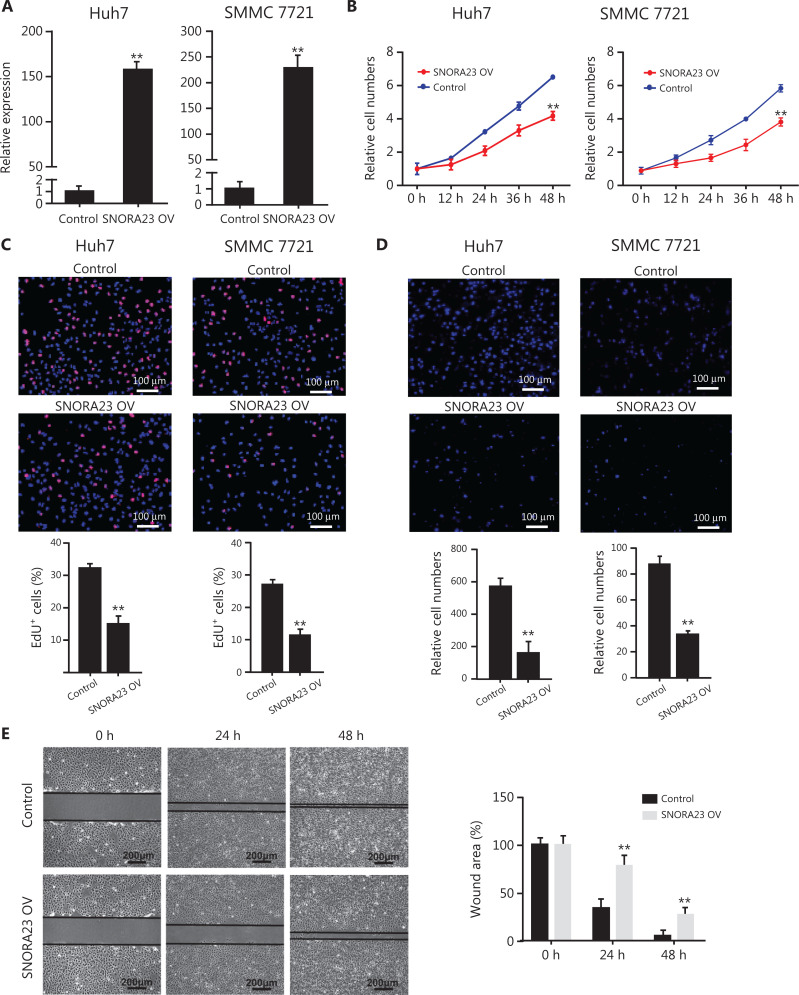
Overexpression of SNORA23 inhibited the proliferation, migration, and invasion of Huh7 and SMMC7721 cells. (A) Relative expression of SNORA23 in Huh7 and SMMC7721 cells transfected with SNORA23 overexpressed plasmids. Data are the mean ± SD (*n* = 3). (B) CCK-8 assays were performed to measure the proliferation ability of Huh7 and SMMC7721 after SNORA23 overexpression at the indicated time points. (C) The 5′-ethnyl-0-deoxyuridine assay was also performed to measure the proliferation of Huh7 and SMMC7721 cells after SNORA23 overexpression. Scale bars: 100 µm. (D) Transwell assays were performed to evaluate cell migration ability following SNORA23 overexpression in Huh7 and SMMC7721 cells. Scale bars: 100 µm. (E) Representative images of the wound healing migration assays in SNORA23-overexpressed Huh7 cells compared with controls (left panel) and the statistics of wound areas (right panel). Scale bars: 200 μm. **P < 0.01. Statistical significance was determined by the Student’s *t*-test.

### Knockout of the SNORA23 gene by CRISPR/Cas9 promotes the proliferation, migration, and invasion of HCC cell lines

To investigate the biological function of SNORA23 in HCC cells, we knocked-out the *SNORA23* gene using CRISPR/Cas9 (**Supplementary Figure S3A**). The deletion efficiency of *SNORA23* was confirmed (**Supplementary Figure S3B and S3C**); more than 90% of the expression of SNORA23 was lost in Huh7 and SMMC 7721 cells (**Figure 3A**). CCK-8 assays and EdU staining were used to evaluate the proliferation ability of SNORA23 knockout HCC cells. Compared with the control, the proliferation ability increased significantly in SNORA23 knockout cells (**Figure 3B and 3C**). Moreover, Transwell assays showed that knockout of SNORA23 significantly promoted the metastatic behavior nearly 2-fold in Huh7 cells and 3-fold in SMMC 7721 cells (**Figure 3D**). Similarly, deletion of the SNORA23 gene also markedly increased the wound-healing efficacy of HCC cell lines (**Figure 3E**). Collectively, these *in vitro* findings indicated that SNORA23 regulated the behavior of HCC cells and might act as an antioncogene in the progression of HCC.

**Figure 3:**
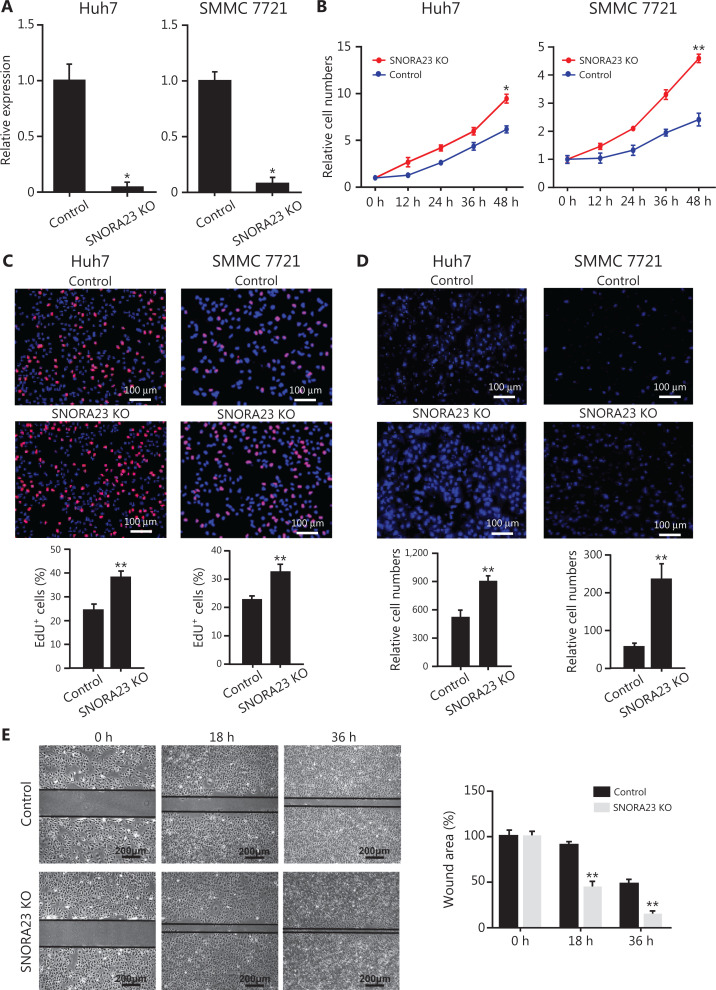
SNORA23 knockout promoted the proliferation, migration, and invasion of Huh7 and SMMC7721 cells. (A) Relative expression of SNORA23 in Huh7 and SMMC7721 cells following knockout of the *SNORA23* gene. Data are the means ± SD (*n* = 3). (B) CCK-8 assays were performed to measure the proliferation of Huh7 and SMMC7721 cells after SNORA23 knockout at the indicated time points. (C) The EdU assays were also performed to measure the proliferation of Huh7 and SMMC7721 cells after knockout of SNORA23. Scale bars: 100 µm. (D) Transwell assays were performed to evaluate cell migration ability following SNORA23 knockout in Huh7 and SMMC7721cells. Scale bars: 100 µm. (E) Representative images of the wound healing migration assays in SNORA23 knockout Huh7 cells compared with controls (left panel) and the statistics of wound areas (right panel). Scale bars, 200 μm. KO, knockout. **P < 0.01. Statistical significance was determined using the Student’s *t*-test.

### SNORA23 alters the 2′-O-ribose methylation of 28S rRNA

As a H/ACA box snoRNA, SNORA23 has been reported to be involved in the post-transcriptional modification of 28S rRNA by guiding its pseudouridylation^27^. This has been clearly documented in the snOPY database^28^. However, it has also been reported that some H/ACA box snoRNAs also regulate the enhanced post-transcriptional methylation of specific sites located in 28S rRNA and other rRNAs expressed by HCC cells with enhanced tumor properties^29^. We next investigated if SNORA23 altered the 2′-O-ribose methylation of 28S rRNA or other rRNAs. Here, a site-specific semi-quantitative RT-qPCR based method was used (**Figure 4A**). Compared with the control, the 2′-O-ribose methylation level of cytidine^4506^ of 28S rRNA was strongly decreased in overexpressing SNORA23 and increased in SNORA23 knockout Huh7 cells (**Figure 4B and 4C**). However, no changes were observed in other known 2′-O-ribose methylation sites of 28S rRNA and 18S rRNA (**Figure 4B and 4C**, **Supplementary Figure S4A and S4B**). The 2′-O-methylation is exclusively regulated by fibrillarin (FBL), an indispensable methyltransferase in the processing of pre-rRNAs. We therefore determined if SNORA23 affected the expression of FBL. The expression of FBL was not associated with levels of SNORA23 (**Supplementary Figure S4C**), indicating that SNORA23 might impair the 2′-O-methylation of 28S rRNA cytidine^4506^ in other ways.

**Figure 4:**
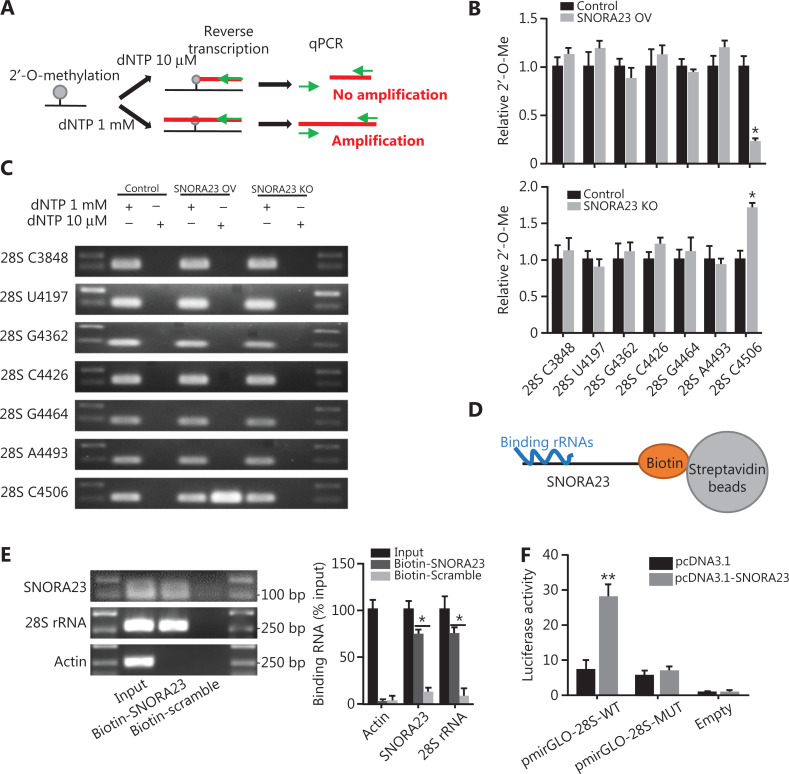
SNORA23 binds the cytidine^4506^ site of 28S rRNA and suppresses its 2′-O-ribose methylation. (A) Schematic representation of the RT-qPCR mapping assay used to measure the methylation level of rRNA. (B) The 2′-O-ribose methylation level of the common 7 sites of 28S rRNA were measured by RT-qPCR in SNORA23 overexpressed, knockout, and control Huh7 cells. (C) The results were further confirmed by gel electrophoresis. (D) Schematic diagram of the CHIRP assay. (E) Interaction between SNORA23 and 28S rRNA was detected by the CHIRP assay. (F) Luciferase activity in Huh7 cells co-transfected with SNORA23 and the indicated expression plasmids. **P < 0.01; *P < 0.05. Statistical significance was determined using the Student’s *t*-test.

Accordingly, we further found that there were several nucleotide sequences between 4,480 nt to 4,740 nt of 28S rRNA, which were complementary to SNORA23 (**Supplementary Figure S4D**). This indicated that SNORA23 might directly regulate the 2′-O-methylation of 28S rRNA *via* complementary sequences. To obtain experimental evidence that SNORA23 directly bound 28S rRNA, chromatin isolation by RNA purification (CHIRP) was performed in HCC cells (**Figure 4D**). Affinity pulldown of biotin-labelled SNORA23 included endogenous 28S rRNAs (**Figure 4E**), while 5S rRNA, 5.8S rRNA, and 18S rRNA were not included (**Supplementary Figure S4E**). To further determine whether the interaction region was located in complementary sequences, we cloned the pmirGLO-28S-wild type and pmirGLO-28S-mutant plasmids to knock-out the complementary sequence of 28S rRNA. Dual luciferase reporter systems were used to evaluate interactions, and the results showed that overexpressing SNORA23 increased the luciferase activity of pmirGLO-28S-WT (**Figure 4F**). Collectively, these results showed that SNORA23 directly bound 28S rRNA and affected the 2′-O-methylation of 28S rRNA cytidine^4506^ in HCC cells.

### SNORA23 inhibits the phosphorylation of 4EBP1 and further alters ribosome translation capacity

SNORA23 is directly affected by the PI3K/AKT/mTOR cascade and acts as a tumor suppressor in HCC; thus, we next aimed to determine the effect of SNORA23 on downstream regulators of PI3K/AKT/mTOR signaling by using Western blot. The total expression and phosphorylation levels of AKT, RPS6, and 4EBP1 were investigated in SNORA23-overexpressing and knockout cells. Our results showed that the expression and phosphorylation levels of 4EBP1 changed significantly with changes in SNORA23 (**Figure 5A**). SNORA23 inhibited the expression and phosphorylation of 4EBP1, indicating that SNORA23 was a critical regulator of protein translation, acting mainly by targeting 4EBP1. Although SNORA23 directly bound RPS6, SNORA23 did not affect the expression and phosphorylation levels of RPS6. To evaluate the potential of SNORA23 to alter the ribosome translation capacity, we further analyzed ribosome activity using the OP-Puro incorporation assay. Compared with the control, fluorescence intensity was globally reduced in SNORA23-overexpressing cells and increased in SNORA23-deleted cells (**Figure 5B and Supplementary Figure S5A**). These results suggested that SNORA23 inhibited the phosphorylation of 4EBP1 and further altered ribosome translation capacity (**Supplementary Figure S5B**). As an inhibitor of mTORC1, rapamycin and its analogues have been shown to be useful anti-cancer agents in various tumors. However, they only suppressed the phosphorylation of RPS6. SNORA23 may therefore inhibit EBP1 and act synergistically with rapamycin, targeting the PI3K/AKT/mTOR-RPS6/4EBP1 cascade.

**Figure 5:**
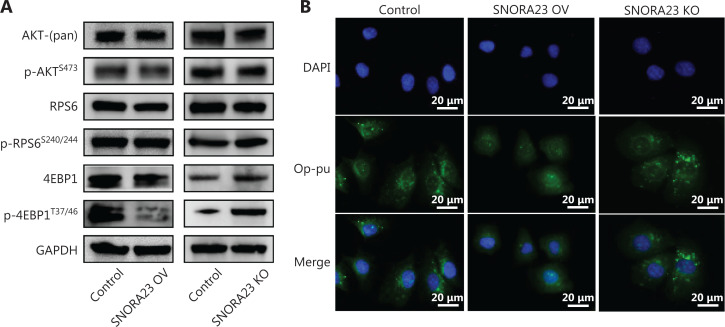
SNORA23 impairs ribosome biogenesis by affecting 4EBP1 phosphorylation. (A) The phosphorylation level of 4EBP1 was inhibited in SNORA23-overexpressing and promoted in SNORA23 knockout Huh7 cells. (B) The ribosomal biological activity was measured by O-oropargyl-puromycin staining in SNORA23-overexpressing, SNORA23 knockout, and control Huh7 cells. Scale bars: 20 µm.

### Combined treatment with rapamycin and SNORA23 inhibits the PI3K/AKT/mTOR-RPS6/4EBP1 cascade and HCC growth *in vivo*

As a downstream effector of the PI3K/AKT signaling pathway, mTORC1 plays a critical role in the progression of HCC *via* regulation of RPS6 and 4EBP1^20^. Rapamycin is an inhibitor of mTORC1 and effectively inhibits the phosphorylation of RPS6, but not 4EBP1 (**Supplementary Figure S6A**). We found that SNORA23 inhibited the phosphorylation of 4EBP1 *in vitro*. Thus, we further aimed to determine if SNORA23 also inhibited the phosphorylation of 4EBP1 and acted in combination with rapamycin to inhibit the PI3K/AKT/mTOR-RPS6/4EBP1 cascade. We determined the expression and phosphorylation levels of AKT, RPS6, and 4EBP1 in rapamycin-treated, SNORA23-overexpressing, and SNORA23-overexpressing rapamycin-treated Huh7 cells. Rapamycin and SNORA23 impaired the phosphorylation of 4EBP1 and RPS6, respectively (**Figure 6A**), while treatment of SNORA23 overexpressing cells with rapamycin inhibited the total protein levels of AKT and increased the phosphorylation level of AKT (**Figure 6A**).

**Figure 6:**
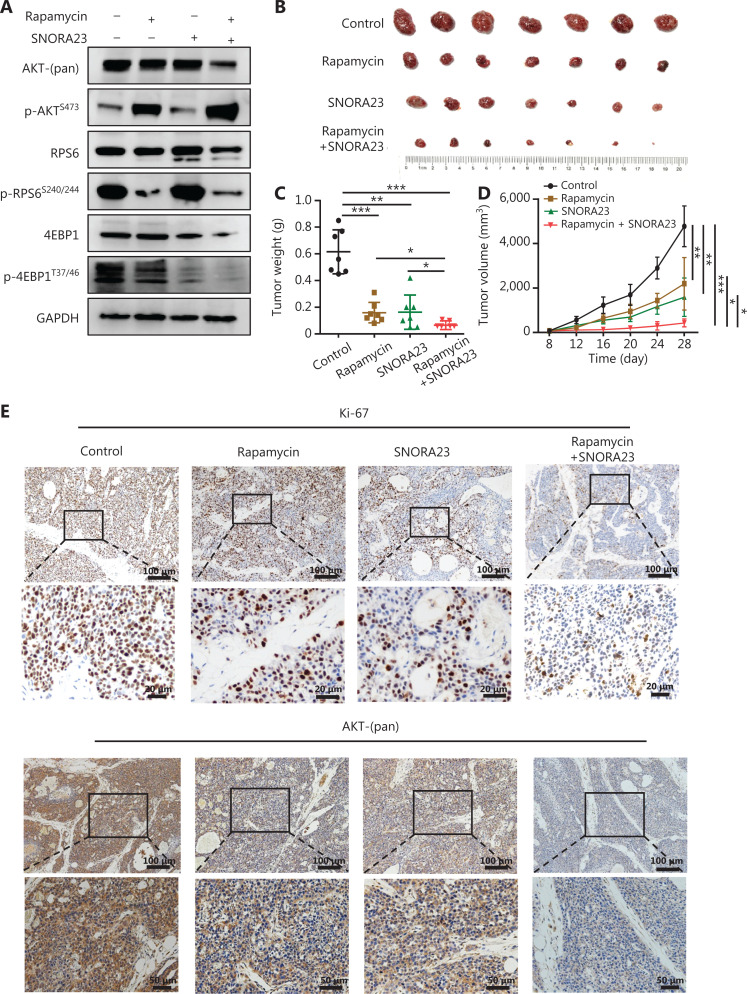
Combined treatment with rapamycin and SNORA23 blocked the PI3K/AKT/mTOR-RPS6/4EBP1 cascade and inhibited hepatocellular carcinoma tumor growth *in vivo.* (A) Western blot analysis of the total protein expression levels and phosphorylation levels in Huh7 cells treated with rapamycin and SNORA23. (B) Tumors formed from the Huh7 cells treated with rapamycin, SNORA23, rapamycin+SNORA23, and PBS as control in nude mice are shown (*n* = 7). (C) Xenograft tumor weights in the control, rapamycin, SNORA23, and rapamycin+SNORA23 groups. Data are the means ± SD (*n* = 7) (D) Xenograft tumor growth rates in the control, rapamycin, SNORA23, and rapamycin+SNORA23 groups. Data are the means ± SD (*n* = 7) (E) Immunohistochemistry analysis of Ki-67 (upper) and AKT (bottom) protein expression levels in xenograft tumors in control, rapamycin, SNORA23, and rapamycin+SNORA23 groups. Scale bars: 100 µm, 20 µm, and 50 µm. ***P < 0.001; **P < 0.01; *P < 0.05. Statistical significance was determined using the Student’s *t*-test.

We also generated transplant mouse models by subcutaneously injecting HCC cells. PBS (control), rapamycin, SNORA23, and a mixture of SNORA23 and rapamycin solutions were injected into 4 groups of transplant tumors intermittently when the xenografts grew to a suitable size. The transplant tumors were small; the tumor weight and growth rate declined in groups treated with rapamycin and SNORA23, and were significantly suppressed in the group treated with both (**Figure 6B–6D and Supplementary Figure S6B**). Immunohistochemistry showed that the Ki-67 and AKT staining of xenografts was reduced in the SNORA23 and rapamycin combined treatment group compared with the control group (**Figure 6E**). These results showed that treatment with SNORA23 and rapamycin in combination effectively inhibited the PI3K/AKT/mTOR-RPS6/4EBP1 cascade and the tumorigenesis of HCC both *in vitro* and *in vivo*, providing a promising therapeutic strategy for treatment of HCC.

## Discussion

For the first time, we report SNORA23 regulation of ribosome biogenesis by impairing methylation of 28S rRNA, resulting in inhibition of the progression of HCC by targeting PI3K/Akt/mTOR signaling. Expression of SNORA23 was low in both HCC tumor tissues and cell lines, and correlated with poor prognoses of HCC patients. We showed that SNORA23 inhibited the proliferation, migration, and invasion of HCC cells *in vitro* and *in vivo*, indicating that SNORA23 functioned as a tumor inhibitor in HCC. Moreover, SNORA23 significantly inhibited the phosphorylation of 4EBP1 and together with rapamycin, provided a promising therapeutic strategy for HCC (**Figure 7**).

**Figure 7:**
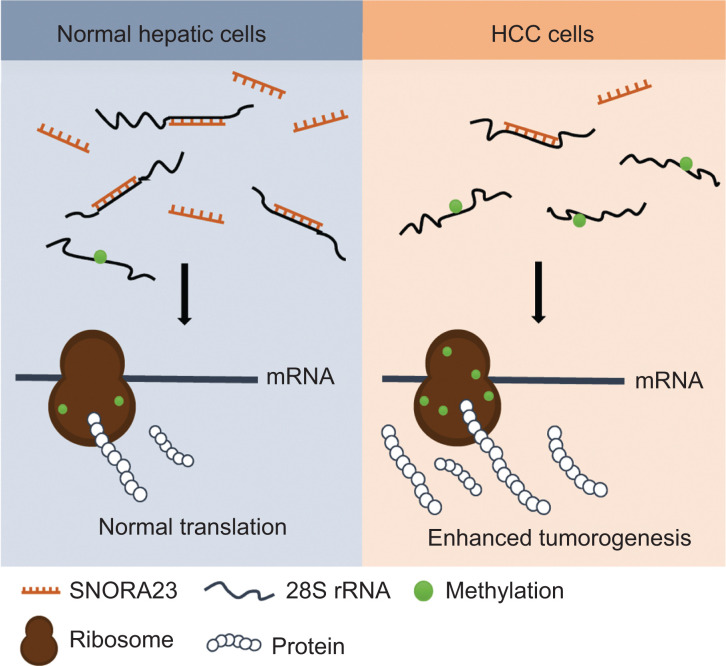
Proposed model for SNORA23 regulation of ribosome biogenesis by impairing 28S rRNA methylation and further inhibition of hepatocellular carcinoma progression.

Ribosome biogenesis is complicated and plays an essential role in the formation of the proteome^30^. Numerous rRNAs and ribosomal proteins have been identified in this process, especially in cancer cells^31^. Recently, an increasing number of studies have indicated that the dysregulation of ribosome biogenesis might affect the translation capacity and cellular processes such as proliferation, apoptosis, DNA damage, and stem cell self-renewal of cancer cells^7^. For example, inhibition of 18S rRNA and 28S rRNA expressions caused defective ribosome synthesis and induced accumulation of p53^32^. Moreover, studies have demonstrated that rRNAs catalyze and control protein synthesis through their ribozyme activity, which can be regulated by posttranscriptional modifications including methylation and pseudouridylation^33^. To investigate the mechanism of ribosome synthesis in HCC, we performed RIP-seq with RPS6 in cancer cell lines and determined global transcriptome binding with RPS6. After further analysis, we determined that the expressions of SNORNA23 and SNORA73B were regulated by the AKT molecular inhibitor, GSK2141795, indicating they may be related to the PI3K/Akt/mTOR signaling. Only the expression of SNORA23 was inhibited in HCC, indicating the tumor suppressor role of SNORA23.

The host genes of *SNORA23* and *SNORA73B* are *IPO7* and *RCC1*, respectively. As an H/ACA box snoRNA, the *SNORA23* gene is located between exons 13 and 14 of the *IPO7* gene. We found that overexpression of SNORA23 and SNORA73B inhibited expression of their host genes. IPO7 encodes a protein that participates in nuclear import and also directly binds nuclear pore complexes, where it competes for binding sites with importin-beta and transportin. The functions of RCC1 include accelerating the cell cycle and DNA repair, and inhibiting DNA damage-induced cell senescence. No studies of the biological functions of IPO7 and RCC1 in HCC were found. Whether SNORA23 displays antitumor effects through its host gene is largely unknown and will required further investigation. A previous study showed that SNORA23 is upregulated in pancreatic ductal adenocarcinoma (PDAC) tissues and cell lines. Knockout of SNORA23 inhibited the expression of its downstream effector SYNE2, which was associated with the proliferation and invasion of PDAC cells^34^. In our study, we identified SNORA23 as a downstream factor of PI3K/AKT/mTOR signaling and showed that SNORA23 played a tumor suppressor role in HCC. Overexpression of SNORA23 inhibited the proliferation, invasion, and metastasis of HCC cells and knockout of SNORA23 using CRISPR/Cas9-promoted malignant transformation of HCC cells. Furthermore, SNORA23 impaired ribosome translational initiation by suppressing phosphorylation of 4EBP1. These results indicated that SNORA23 was a key regulator of ribosome biogenesis and inhibited the carcinogenesis of HCC.

Recently, it has been shown that altering rRNA methylation through modulation of FBL expression affected the regulation of translation^35^. FBL overexpression was shown to directly result in the tumorigenesis of normal cells by altering the transcription and translation of key oncogenes^36^. The decreased levels of several rRNAs in human cells have been associated with a decrease in translation fidelity^37^. In acute myelogenous leukemia, global loss of C/D box snoRNAs represses the 2′-O-ribose methylation level of rRNAs and inhibits the self-renewal potential of leukemia cells^38^. In this study, we found that SNORA23 impaired the 2′-O-ribose methylation level of 28S rRNA cytidine^4506^, but had no effect on the expression of FBL. RNA pull-down and dual luciferase assays also confirmed that SNORA23 directly bound to 28S rRNA.

Improved knowledge of oncogenes and signaling pathways that participate in the proliferation, differentiation, angiogenesis, invasion, and metastasis of tumor cells has led to the identification of several possible therapeutic targets^39^. These also promoted the development of targeted therapies for HCC patients^40^. As an allosteric partial inhibitor of mTORC1, the anti-cancer effects of rapamycin *via* inhibition of mTORC1 have been reported in several human tumors^41^. Rapamycin only suppresses the phosphorylation of RPS6 and does not affect 4EBP1 phosphorylation, showing limiting clinical therapy efficacy^42^. However, we found that combining rapamycin with SNORA23 significantly inhibited AKT expression and hepatocarcinogenesis by blocking RPS6 and 4EBP1 phosphorylation, both *in vitro* and *in vivo*.

## Conclusions

In summary, we showed that SNORA23, which was regulated by the PI3K/AKT/mTOR signaling pathway, played a critical role in ribosome biogenesis and HCC tumorigenesis. SNORA23 directly bound to 28S rRNA and impaired the methylation of a specific site. In addition, the combination of SNORA23 and rapamycin blocked two main cascades of PI3K/AKT/mTOR signaling, RPS6 and 4EBP1, resulting in decreased AKT levels and tumorigenesis in an HCC mouse model. These results showed a possible innovative therapy for HCC.

## Supporting Information

Click here for additional data file.

# Supplementary material for: SNORA23 inhibits HCC tumorigenesis by impairing the 2′-O-ribose methylation level of 28S rRNA
**Source:** Cancer Biol Med. 2022 Jan 15;19(1):104–19. doi: 10.20892/j.issn.2095-3941.2020.0343
**Supplement:** Supplementary file 1

# Supplementary materials

## Materials and methods

### Quantification of rRNA methylation by RT-qPCR

Site-specific ribosome RNA methylation levels were measured as previously reported with minor modification<sup>1</sup>. As shown in **Figure 4A**, reverse transcription was performed using 500 ng of total RNA in the presence of 200 units of RNase H minus M-MLV reverse transcriptase (Promega), 40 units

of RNasin Ribonuclease Inhibitor (Promega), 1  $\mu$ M of each reverse primer targeting a sequence downstream of a specific methylation site, and 10  $\mu$ M or 1 mM dNTPs (TaKaRa). Reactions were incubated at 37 °C for 5 min, and then stopped by incubation at 70 °C for 15 min. Quantitative amplification of the targeted cDNAs was assessed by real-time PCR using a SYBR® Premix Ex Taq™ II (TaKaRa) and confirmed by agarose gel electrophoresis. The methylation ratio was calculated following the function  $2^{(CT_{low} - CT_{high})}$ . The primers are shown in **Supplementary Table S1**.

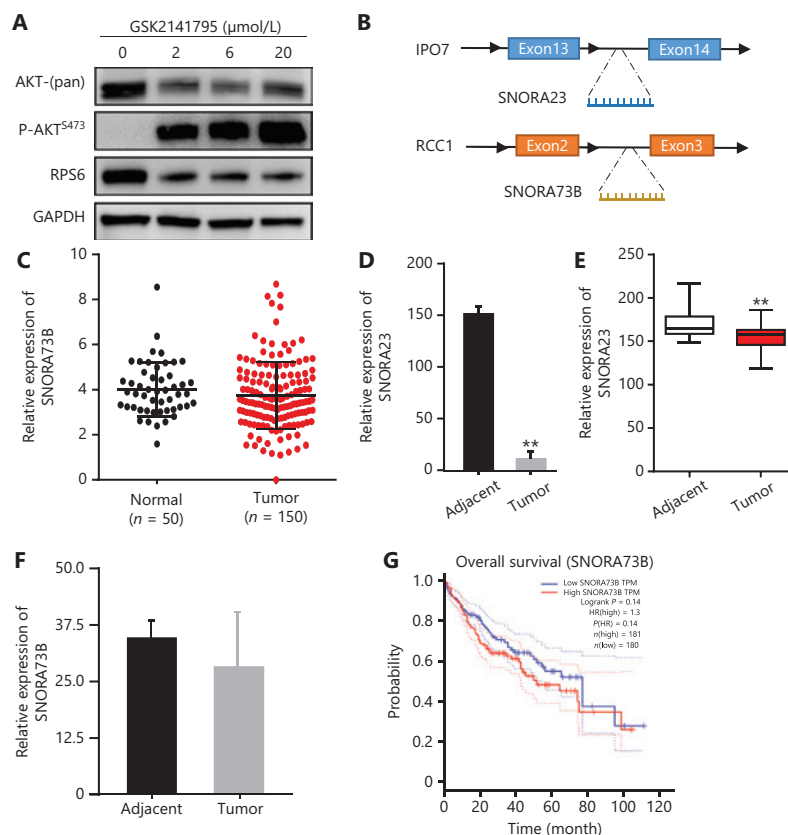

**Figure S1** The expression level of SNORA73B was unchanged in hepatocellular carcinoma. (A) Total protein and phosphorylation levels of AKT and RPS6 changed after treatment of Huh7 cells with GSK2141795. (B) SNORA23 and SNORA73B loci are shown in their host genes as IPO7 and RCC1, respectively. (C) Expression of SNORA73B was unchanged in HCC samples ( $n = 150$ ) compared with normal controls ( $n = 50$ ) in the SNORic database. (D) Relative expression of SNORA23 in HCC tissues compared with corresponding adjacent tissues ( $n = 8$ ). (E) Relative expression of SNORA23 in HCC tissues compared with corresponding adjacent tissues (GSE57957,  $n = 39$ ). (F) Relative expression of SNORA73B in HCC tissues compared with corresponding adjacent tissues ( $n = 8$ ). (G) Prognostic values of SNORA73B were obtained using the gene expression profiling interactive analysis (GEPIA) online tool (no data was found using the Kaplan-Meier Plotter online tool). \*\* $P < 0.01$ . Statistical significance was determined using Student's  $t$ -test.

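In the deposited tables, which use human genome version 19, SNORA23 (ENSG00000201998) and IPO7 (ENSG00000205339) carry one and the same locus on chromosome 11, from 9406168 to 9469673, which 3 listed genes share. SNORA73B (ENSG00000200087) and RCC1 (ENSG00000180198) likewise carry one locus on chromosome 1, from 28832454 to 28865812, which 5 listed genes share. These are the spans of overlapping genes in the authors' counting, and the position of each snoRNA within its host gene was not analysed here. The host genes were far more abundant than the snoRNAs. IPO7 had between 12008 and 23811 fragments in an input library and between 6138 and 19113 in a RIP library of the 4 cell lines, and RCC1 had between 2173 and 13373 and between 2597 and 14528. Against SNORA73B, which was lower in RIP, RCC1 had a log2 fold change of 0.57 (standard error 0.19, adjusted p = 0.0270 from edgeR's quasi-likelihood test) and was higher in 4 of 4 cell lines, although it did not pass the threshold without the block for cell line, without the minimum on counts, after centring on protein-coding genes, or without the Hep3B, HCT116, or DU145 pair. IPO7 had a log2 fold change of -0.09 (standard error 0.21, adjusted p = 0.734 from the same test), and its sign changed with limma on log2(FPKM + 1), to 0.35.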

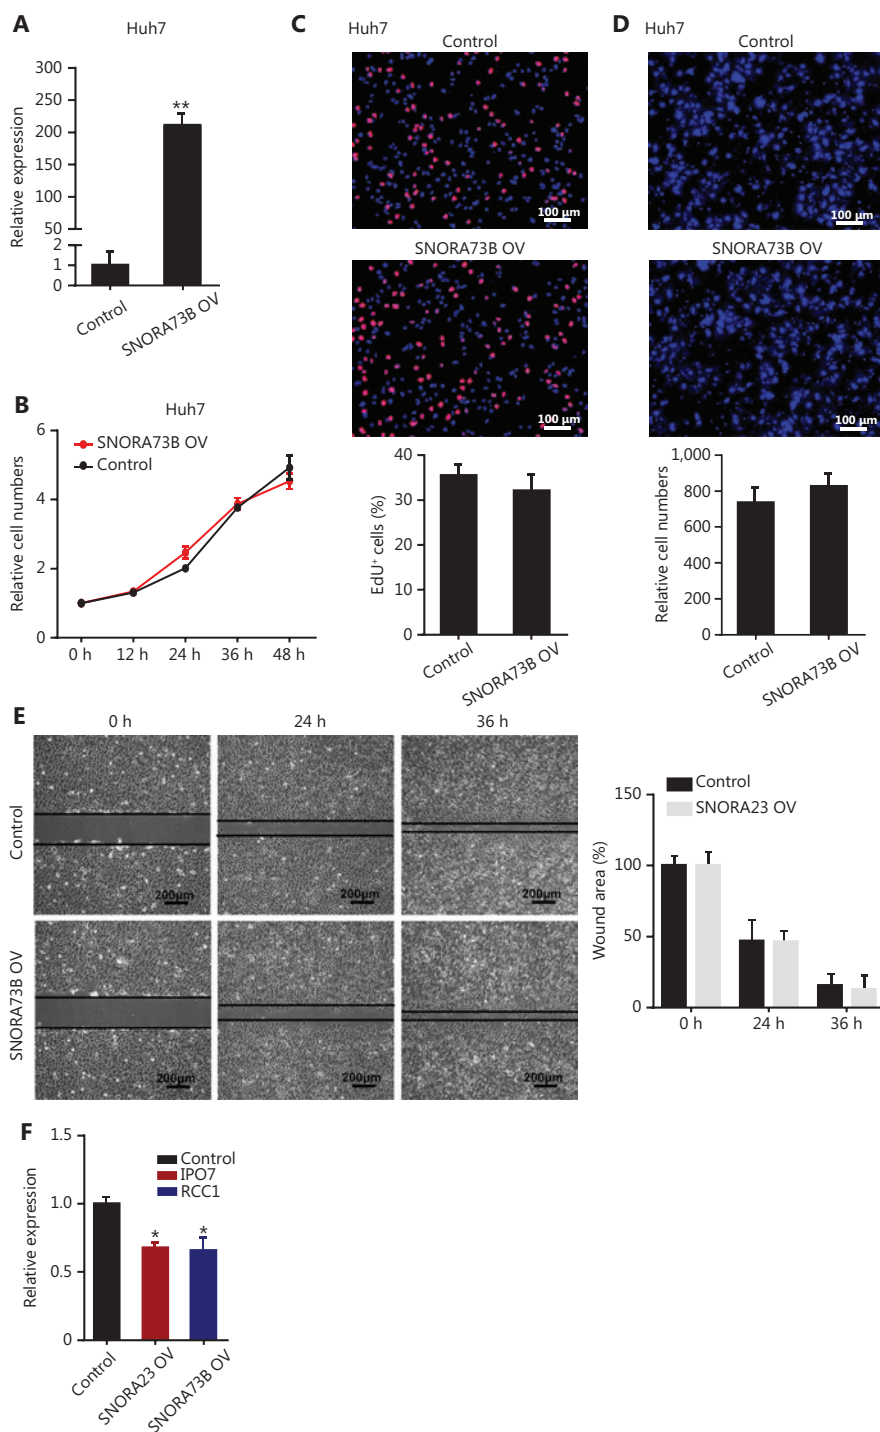

**Figure S2** Overexpression of SNORA73B had no effect on the behavior of Huh7 cells. (A) SNORA73B was overexpressed in Huh7 cells. Data are the mean  $\pm$  SD ( $n = 3$ ). (B) CCK8 assays were performed to assess proliferation ability of SNORA73B-overexpressing Huh7 cells at the indicated time points. (C) The 5'-ethynyl-0-deoxyuridine assays were also performed to assess proliferation of SNORA73B-overexpressing Huh7 cells. Scale bars: 100  $\mu$ m. (D) Transwell assays were performed to evaluate the cell migration ability of SNORA73B-overexpressing Huh7 cells. Scale bars: 100  $\mu$ m. (E) Representative images of the wound healing migration assays in SNORA73B-overexpressing Huh7 cells compared with controls (left panel) and the statistical analyses of wound areas (right panel). Scale bars: 200  $\mu$ m. (F) Relative expression levels of IPO7 and RCC1 in SNORA23 and SNORA73B-overexpressing Huh7 cells, respectively.  $**P < 0.01$ ;  $*P < 0.05$ . Statistical significance was determined using the Student's  $t$ -test.

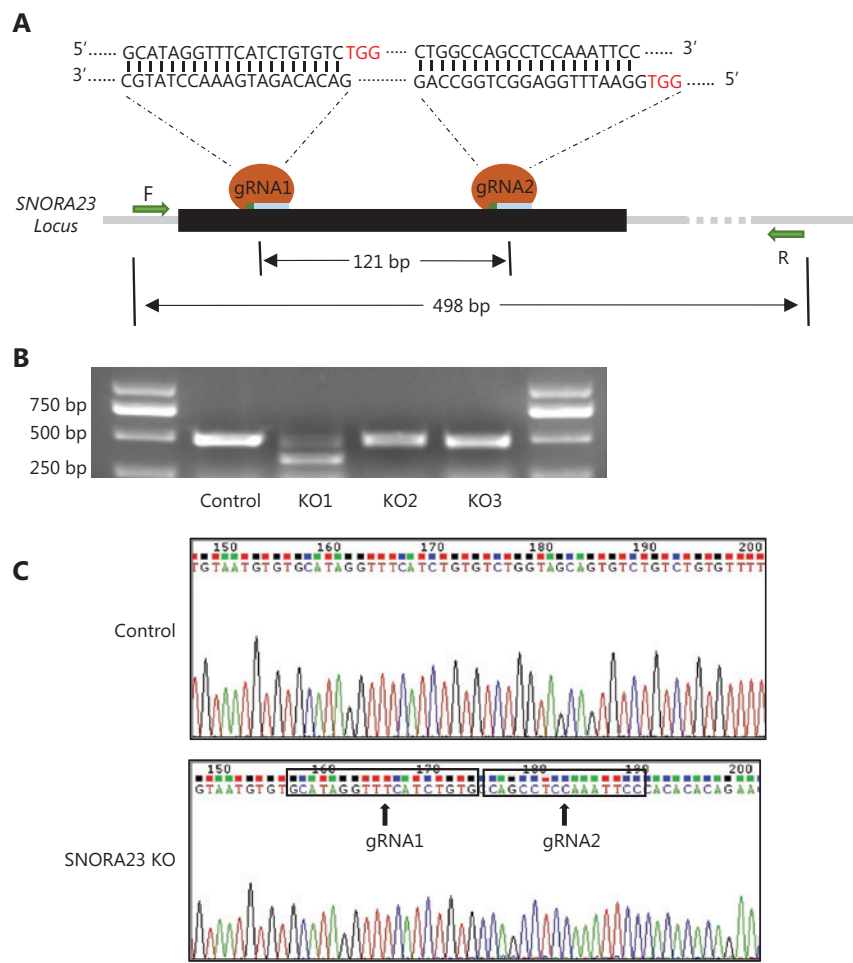

**Figure S3** The SNORA23 knockout mediated by the CRISPR/Cas9 system. (A) Schematic diagram shows two guide RNA sequences and PCR primers used to examine deletion efficiency. (B) Compared with the control, northern blot analysis indicated that KO1 screened from several single clones significantly knocked-out the *SNORA23* gene. (C) The sequencing results of KO1.

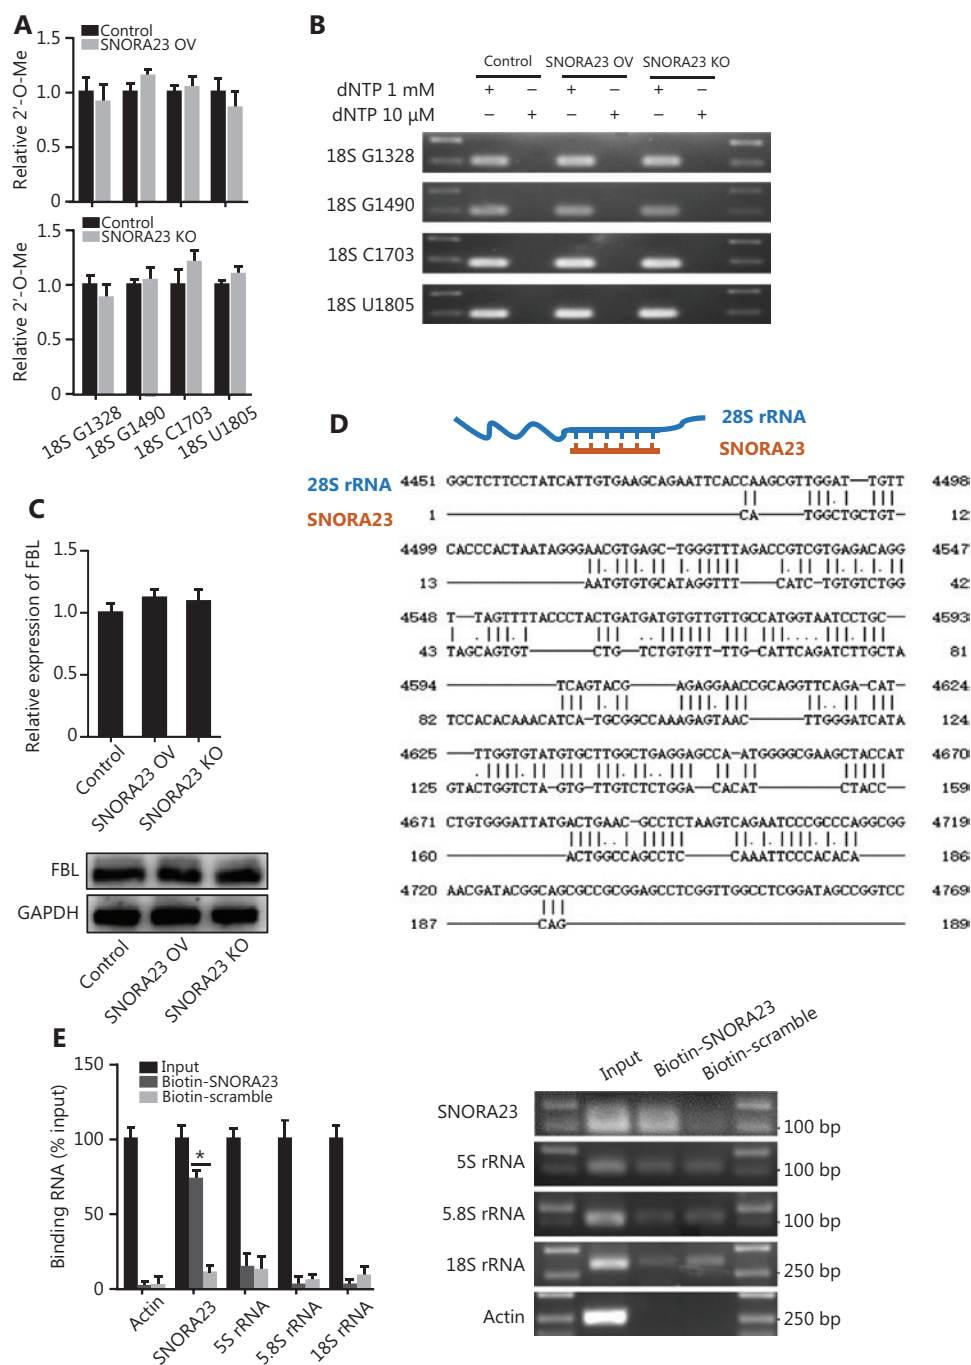

**Figure S4** SNORA23 has no effect on the 2'-O-ribose methylation of 18S rRNA. (A) The 2'-O-ribose methylation levels of the 4 common sites of 18S rRNA were measured by RT-qPCR in SNORA23-overexpressing, knockout, and control Huh7 cells. (B) Gel electrophoresis results. (C) The mRNA and protein expression levels of fibrillarin (FBL) were measured in SNORA23-overexpressing, knockout, and control Huh7 cells. (D) The predicted binding region for SNORA23 in 28S rRNA. (E) Interaction of SNORA23 and 5S, 5.8S, and 18S rRNA were detected by CHIRP assays. Data is shown as the mean  $\pm$  SD. \* $P < 0.05$ . Statistical significance was determined using the Student's  $t$ -test.

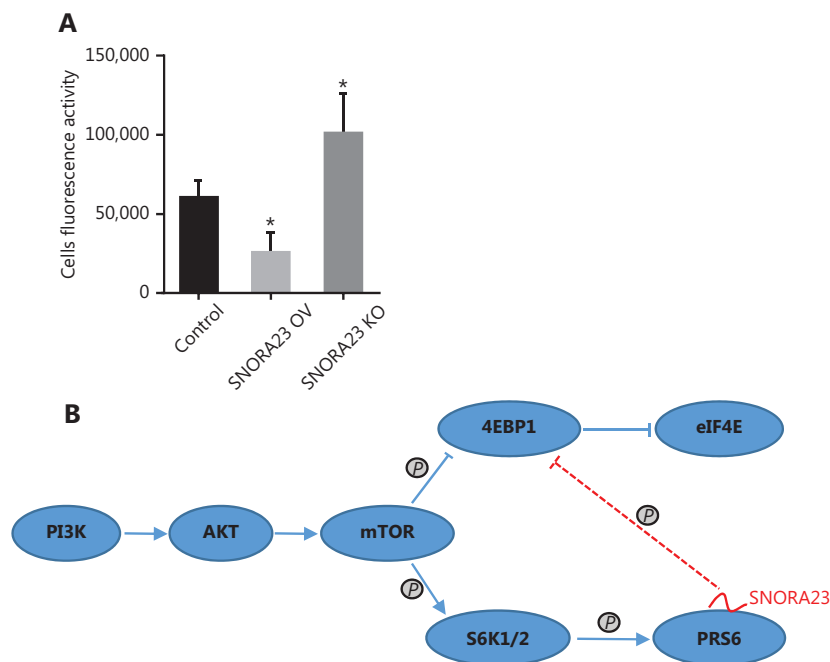

**Figure S5** SNORA23 inhibits the phosphorylation of 4EBP1. (A) The fluorescence of SNORA23-overexpressing, SNORA23 knockout, and control Huh7 cells stained with O-oropargyl-puromycin. Data are expressed as the mean  $\pm$  SD. (B) The PI3K/Akt/Mtor-SNORA23 cascade. \* $P < 0.05$ . Statistical significance was determined using the Student's  $t$ -test.

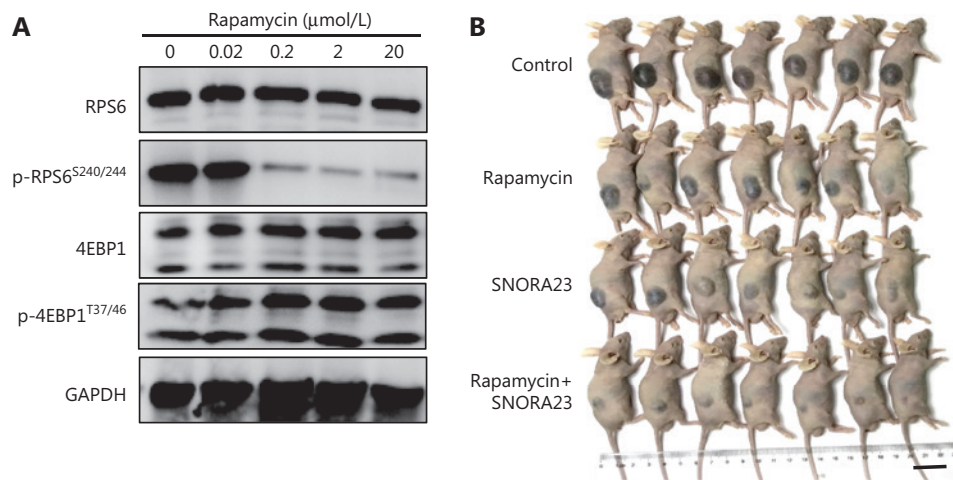

**Figure S6** Combined treatment with rapamycin and SNORA23 blocked PI3K/AKT/mTOR signaling. (A) Western blot analysis shows rapamycin significantly inhibited the phosphorylation level of RPS6 and had no effect on 4EBP1. (B) Integral images of mice xenograft tumors in control, rapamycin, SNORA23, and rapamycin+SNORA23 groups.

**Table S1** List of primers sequences used in this study

| Real-time qPCR primers sequences | Sequence (5'→3')              |
|----------------------------------|-------------------------------|
| SNORA65 sense                    | 5'-TGCAATCCAGTGGTGAGCTG-3'    |
| SNORA65 anti-sense               | 5'-GTTCCCATGCTTTCGGCAC-3'     |
| SNORD46 sense                    | 5'-AGAATCCTTAGGCGTGGTTGT-3'   |
| SNORD46 anti-sense               | 5'-ATGACAAGTCCTTGATTGGC-3'    |
| SNORA28 sense                    | 5'-AAGCAACACTCTGTGGCAGAT-3'   |
| SNORA28 anti-sense               | 5'-TGGGAGAGAGAACACCGGAA-3'    |
| SNORA71C sense                   | 5'-TGGTAGTGCAGGGAGAGGAA-3''   |
| SNORA71C anti-sense              | 5'-GGAAAGCTCCAGGGTTTGA-3'     |
| SNORA23 sense                    | 5'-TGGTAGCAGTGTCTGTCTGTG-3'   |
| SNORA23 anti-sense               | 5'-CCAAGTTACTCTTGGCCGC-3'     |
| SNORD12B sense                   | 5'-GGTGGCCTTGCCTTCATTTC-3'    |
| SNORD12B anti-sense              | 5'-GATCCAAGTTGCGCTCAGG-3'     |
| SNORA73B sense                   | 5'-CTGTCCAAGTGGCATAGG-3'      |
| SNORA73B anti-sense              | 5'-CCAGTCATTGTCCACAGG-3'      |
| SCARNA5 sense                    | 5'-TGAATGTCACGGTCCCTTTGT-3'   |
| SCARNA5 anti-sense               | 5'-GCTGCTCCATGATCCCATACA-3'   |
| SNORD17 sense                    | 5'-GTAGCCTGAAAATGCCCTGC-3'    |
| SNORD17 anti-sense               | 5'-CCCTGCTGACACCAACCATT-3'    |
| SNORA31 sense                    | 5'-CTGCATCCACTGATAGACCTTGA-3' |
| SNORA31 anti-sense               | 5'-AGACAGACAGAAAGCGCAGG-3'    |
| SCARNA13 sense                   | 5'-AGCACACCAGACTTGACAGAA-3''  |
| SCARNA13 anti-sense              | 5'-ACATGGAACAGCTGGCTCTC-3'    |
| SNORA20 sense                    | 5'-ACGAGCAGTTATACGCATGG-3'    |
| SNORA20 anti-sense               | 5'-AGTCCCTGCAGAAGAGATGAA-3'   |
| SNORA23 KO check sense           | 5'-GCAGTGAAGTAGGCTACATGAG-3'  |
| SNORA23 KO check anti-sense      | 5'-AAGGCTGTTTGAAGTTCTGAT-3'   |
| IPO7 sense                       | 5'-ATCGAGAAACAGCACCAGGG-3'    |
| IPO7 anti-sense                  | 5'-CTACCAATGGACTCCGCTCC-3'    |
| RCC1 sense                       | 5'-CTGACCAGAAAACCCGACCA-3'    |
| RCC1 anti-sense                  | 5'-CCACTGATGTGTCCCTTCCC-3'    |
| FBL sense                        | 5'-CCAAGAAGAGGACCAACATCAT-3'  |
| FBL anti-sense                   | 5'-GAGGCTGTGGAGTCAATGC-3'     |
| 5S sense                         | 5'-TCTACGGCCATACCAACCT-3'     |

Table S1 Continued

| Real-time qPCR primers sequences | Sequence (5'→3')             |
|----------------------------------|------------------------------|
| 5S anti-sense                    | 5'-CTACAGCACCCGGTATTCC-3'    |
| 5.8S sense                       | 5'-ACTCTTAGCGGTGGATCA-3'     |
| 5.8S anti-sense                  | 5'-AAGTGC GTTCGAAGTGC-3'     |
| 18S sense                        | 5'-ATCAGATACCGTCGTAGTTC-3'   |
| 18S anti-sense                   | 5'-CCAGAGTCTCGTTCGTTAT-3'    |
| 28S sense                        | 5'-GCGAATGATTAGAGGTCTTG-3'   |
| 28S anti-sense                   | 5'-GGCAGGTGAGTTGTTACA-3'     |
| 18S G1328 sense                  | 5'-TCTTTC TCGATTCCGTGGGTG-3' |
| 18S G1328 anti-sense             | 5'-CATGCCAGAGTCTCGTTCGT-3'   |
| 18S G1490 sense                  | 5'-TTCAGCCACCCGAGATTGAG-3'   |
| 18S G1490 anti-sense             | 5'-CGCTGAG CCAGTCAGTGTAG-3'  |
| 18S C1703 sense                  | 5'-GCGTTGATTAAGTCCCTGCC-3'   |
| 18S C1703 anti-sense             | 5'-GGGCCTCACTAAACCATCCA-3'   |
| 18S U1805 sense                  | 5'-GCGGAGC GCTGAGAAGAC-3'    |
| 18S U1805 anti-sense             | 5'-GATCCTTCCGAGGTTACAC-3'    |
| 28S C3848 sense                  | 5'-ACGCGCATGAATGGATGAAC-3'   |
| 28S C3848 anti-sense             | 5'-GGTCTTCT TTCCCGCTGAT-3'   |
| 28S U4197 sense                  | 5'-TCAAACGGTAACGCAGGTGT-3'   |
| 28S U4197 anti-sense             | 5'-GATCAAGCGAGCTTTTGCCC-3'   |
| 28S G4362 sense                  | 5'-TGGGTTTT AAGCAGGAGGTGT-3' |
| 28S G4362 anti-sense             | 5'-GACGTCGCTATGAACGCTTG-3'   |
| 28S C4426 sense                  | 5'-ACAGGGATAACTGGCTTGTGG-3'  |
| 28S C4426 anti-sense             | 5'-CAATCCA ACGCTTGGTGAAT-3'  |
| 28S G4464 sense                  | 5'-TGAAGCAGAATTCGCCAAGC-3'   |
| 28S G4464 anti-sense             | 5'-TCACGACGGTCTAAACCCAG-3'   |
| 28S A4493 sense                  | 5'-AAGCAGA ATTCACCAAGCGT-3'  |
| 28S A4493 anti-sense             | 5'-CTCACGACGGTCTAAACCCA-3'   |
| 28S C4506 sense                  | 5'-GCGTTGATTGTTACCCAC-3'     |
| 28S C4506 anti-sense             | 5'-ACCATGGC AACAAACATCA-3'   |
| U6 sense                         | 5'-CCTTCGGGGACATCCGATAA-3'   |
| U6 anti-sense                    | 5'-CTCGATTGTGCGTGTCTATCC-3'  |
| GAPDH sense                      | 5'-GGTCTCCTCTGACTTCAACA-3'   |
| GAPDH anti-sense                 | 5'-GTGAGGGTCTCTCTTCTCT-3'    |
| Actin sense                      | 5'-CATGTACGTTGCTATCCAGGC-3'  |
| Actin anti-sense                 | 5'-CTCCTTAATGTCACGCACGAT-3'  |

Table S1 Continued

| Vectors construction primers sequences | Sequence (5'→3')                                  |
|----------------------------------------|---------------------------------------------------|
| SNORA23 OV forward                     | 5'-GGATCCCATGGCTGCTGAATGTGTG-3'                   |
| SNORA23 OV reverse                     | 5'-GAATTCCTGTGTGTGGGAATTTGGAG-3'                  |
| SNORA73B OV forward                    | 5'-GGATCCTCCAACGTGGATACCCTGGG-3'                  |
| SNORA73B OV reverse                    | 5'-GAATTCATATGTTTCCTGCATGGTTTG-3'                 |
| SNORA23 Cas9 forward                   | 5'-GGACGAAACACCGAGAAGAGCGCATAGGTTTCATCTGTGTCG-3'  |
| SNORA23 Cas9 reverse                   | 5'-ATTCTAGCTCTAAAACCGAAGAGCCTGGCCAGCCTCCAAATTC-3' |
| 28S-1 forward                          | 5'-CTGCGGGCCGCGGTGAAATACCAC-3'                    |
| 28S-1 reverse                          | 5'-GTGAATTCTGCTTCACAATGATAG-3'                    |
| 28S-2 forward                          | 5'-CGCCGCGGAGCCTCGGTTGGC-3'                       |
| 28S-2 reverse                          | 5'-GACAAACCCTTGTGTCGAGGGCTG-3'                    |

KO, knockout; OV, overexpression.

## Reference

- 1 Belin S, Beghin A, Solano-González E, Bezin L, Brunet-Manquat S, Textoris J, et al. Dysregulation of ribosome biogenesis and translational capacity is associated with tumor progression of human breast cancer cells. PLoS One. 2009; 4: e7147.

How the deposited data were processed for this re-analysis (not part of the article)

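RNA from RPS6 immunoprecipitation and from the matching input was sequenced in Hep3B, HCT116, DU145, and SW1990 cells, with 1 RIP and 1 input library per cell line, 8 libraries in all. According to the paper, the authors aligned the reads to human genome version 19 with TopHat and expressed gene levels as read densities, in reads per kilobase and library depth. The paper's text does not name the tool that counted fragments, its annotation release, or any filter. The paper and the series record name different sequencer models. The authors deposited the FPKM of each gene in each library, which they had normalized for length and depth. They also deposited an estimated count per gene, which their software had scaled by 1 factor per library and had split between overlapping genes, so that it need not be whole. For each cell line, the authors deposited the ratio of RIP FPKM to input FPKM as a fold change, with values of 0 replaced by 1e-05, so that a fold against 0 has no meaning. Beside it the authors deposited a p-value and a q-value for 1 library against 1 library, from a test that the paper's text does not name. All columns of values per sample were used.

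The design had been set for raw counts, while the deposited counts turned out to be scaled estimates. They were rounded to whole numbers and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM normalization, the cell line as a block, genes with a mean of at least 10 counts over the 8 libraries, and Benjamini-Hochberg adjustment with a threshold of 0.05. Cell lines pair the libraries by design. Deviations of a RIP library from the mean of its group correlated with those of its own input with r between 0.83 and 0.88 across 19921 genes, and with those of any other input with r of at most -0.04. Genes are not independent replicates, and these correlations describe the libraries only. On simulated counts with the means and library sizes of these data and 200 changed genes, edgeR with the block recovered 133 of the 198 changed genes that were tested (67.2%), with 5 false calls among 138. Without the block it recovered 0.

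Within a cell line there is no test across genes, and values are descriptive. Ratios of RIP to input were taken as log2 of (FPKM + 1) in both libraries. Over the 4 cell lines they were tested with an exact sign-flip permutation test. The median of a gene list was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. Fragments were recovered by dividing the estimated counts of a library by the step common to most of them. The recovered fragments were used for depth, for 95% Wilson intervals, and for a floor of 3 fragments. Fragments are not independent molecules, and intervals and floors cover counting error only. Inputs and RIP libraries had similar depth, with medians of 41320324 and 37641212 fragments. The depth of snoRNAs is low, and between 938 and 28245 fragments of a library fell on all snoRNAs together.

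snoRNAs and snRNAs were recognized by gene name, and protein-coding genes and long noncoding RNAs by the symbols of a RefSeq table of GRCh38.p14, which was used for names only and matched 19179 and 1963 genes. Of the genes with snoRNA names, 708 are also listed as snoRNAs by RefSeq. Genes reported by name are the 12 snoRNAs of Figure 1D, other genes named in the paper, the 5 highest and 5 lowest snoRNAs by mean log2 ratio with a mean of at least 1 FPKM and the same direction in all 4 cell lines, and the 5 highest and 5 lowest genes past the threshold with the same direction in all 4. Only 3 snoRNAs met the rule for the highest. This rule, the tests, the alternatives, and lists of genes for a check of cell lines, nuclear-retained RNAs, nuclear small RNAs, cytoplasmic small RNAs, ribosomal protein mRNAs, and mitochondrially encoded RNAs were fixed before the data were examined. RNU2-1 of these lists is not used here. A gene of the check of cell lines is not reported here. Sets of snoRNAs with a mean of at least 10 or 50 counts were chosen for the class after the values were seen, because the planned set had a median of 0 in every cell line.

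Alternatives left out the block, used DESeq2 1.42.0 with its size factors, dropped or raised the minimum on counts, centred ratios on protein-coding genes, used limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1), changed the fold, the minimum and the unit of the rule for shared snoRNAs, and left out each cell line in turn. Alternatives added after the values were seen used the recovered fragments in the test, a limit of 1 fragment, all listed genes at any value, RIP above 0 without regard to the input, RefSeq's own list of snoRNAs, and values under 3 fragments set to 3. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9 was used for the remaining steps, of which the percentiles of gene lists, the matching on length, the sign-flip test, and the search for outlying cell lines were tested on simulated values.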

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

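The tests of scaling, of the number of fragments, of copies of U3, of host genes, of short RNAs, and of other splits of the libraries were chosen after the results were seen, as were the sets of snoRNAs with a minimum count. The test of SNORA23 in DU145 cells was set before its value was seen.

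The paper counts the RNA classes in the RPS6 pulldowns, follows their snoRNAs, and does not report a comparison of RIP with input over all genes. In that comparison 5282 genes were higher in RIP and 4960 were lower. The 4 pairs can be relabelled in 8 ways that part every pair, and 1 of the 8 splits, the real one, gave as many genes. The other 7 exchanged the labels of 1 to 3 pairs and gave 0 genes each. No share of 8 splits can fall under 0.05, so 8 splits are too few for this count to decide. In the simulated counts 5 of the 138 calls of the same fit were false. Only 200 genes were changed there, far fewer than were called here, so that share does not give the false calls here. The genes with the highest fold change were SLIT1, CORO7-PAM16, CILP, and the genes ENSG00000273167 and ENSG00000267426, which are listed under clone names. SLIT1 was at least 9.71-fold higher in RIP, since its inputs held at most 3 fragments. The lowest were SCARNA7, RN7SL711P, ARL14, and the genes ENSG00000260589 and ENSG00000254165, also listed under clone names. SCARNA7 fell from between 85 and 2521 fragments in an input to between 0 and 4 in a RIP library, and ENSG00000260589 was at least 42.1-fold lower. An enriched and a total RNA library differ in composition by construction, and no biological explanation of these counts was tested.

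Among the 25 snoRNAs with enough counts, most of them outside those the paper followed, 15 were lower in RIP and 0 were higher. Again 1 of the 8 splits gave as many snoRNAs, the real one, and the other 7 gave 0, and 8 splits are too few to decide here too. Without the Hep3B pair the count was 9. The authors' deposited tables, which set 1 library against 1 library, give another balance over all snoRNAs. With a q-value under 0.05, 32 were higher and 22 lower in Hep3B cells, 5 and 14 in HCT116, 31 and 19 in DU145, and 22 and 17 in SW1990 cells. Among the 25 snoRNAs they give 2 and 15, 0 and 7, 2 and 9, and 1 and 4 in the same order, so most of the snoRNAs higher there lie under the minimum on counts. The median log2 ratio of the 25 snoRNAs was -2.59 in Hep3B, -1.27 in HCT116, -1.70 in DU145, and -0.08 in SW1990 cells, so the pattern is weak in SW1990 cells. Relative to the median of protein-coding genes in the same cell line, the mean over the cell lines was -1.60 ± 1.09 (SD, n = 4) and lay below 0 in all 4, which argues against a scaling difference between the libraries. Near-identical copies of U3 make up 6 of the 15, and the splitting of fragments between them was not measured. It does not explain the 9 other snoRNAs that were lower past the threshold. Most of these 9 have SCARNA names (SCARNA2, SCARNA6, SCARNA7, SCARNA10, SCARNA13, and SCARNA15). The rest are SNORA53, SNORA73B, and SNORD64, so the pattern rests on few entries with SNORA or SNORD names other than copies of U3. Without the Hep3B pair, only SCARNA7, SCARNA13, SCARNA15, and SNORA73B were lower past the threshold among snoRNAs other than copies of U3. The 19 tested snoRNAs that are not copies of U3 had medians of -2.51 in Hep3B, -1.35 in HCT116, -1.48 in DU145, and 0 in SW1990 cells, so without the copies the pattern rests on 3 cell lines. Few fragments per snoRNA are argued against as the whole cause, since among 14 snoRNAs other than copies of U3 with a mean of at least 50 counts 8 were lower past the threshold and 0 were higher, though the median of the 14 was 0 in SW1990 cells. Sharing of fragments with a host gene stays open. The 7 snoRNAs that have a locus of their own in the tables had a mean of -1.56 ± 0.80 (SD, n = 4), but only 2 of them are not copies of U3, and the median of these 2 was 1.16 in SW1990 cells. A loss of short RNAs of every kind remains open. Against genes of similar effective length the snoRNAs were lower by a mean of -1.25 ± 1.07 (SD, n = 4), but higher by 0.06 in SW1990 cells, and the matched genes were not matched on counts. Small RNAs of other kinds fell too, with an exception. RN7SK, RPPH1, RN7SL1, RN7SL2, and RMRP together held 12.4% of the input and 0.126% of the RIP fragments in Hep3B cells, 4.24% and 0.0514% in HCT116 cells, 3.09% and 0.0781% in DU145 cells, and 0.520% and 0.0521% in SW1990 cells. RMRP was higher in RIP in SW1990 cells, with 5976 fragments in the input and 7406 in RIP (log2 ratio 0.54), and lower in the other 3 cell lines. A biological explanation, that most snoRNA stays in the nucleus while RPS6 is pulled down mainly from cytoplasmic ribosomes, stays open and was not tested. Localization alone would not account for RN7SL1 and RN7SL2, which are cytoplasmic and had log2 fold changes of -6.36 and -6.49.

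The log2 ratio of SNORA23 was 1.42 in DU145 cells and below 0 in the other 3 cell lines. The difference between cell lines was not tested, since each has 1 pair. In the DU145 pair, SNORA23 had 9 fragments in RIP and 6 in the input, and Fisher's exact test on the fragments of these 2 libraries, which compares the libraries and not the conditions, gave a two-sided p of 0.186. Few fragments may therefore account for the opposite sign. The authors' deposited table gives a q-value of 0.0308 for the same pair. A difference between the cell lines stays open and was not tested.

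Dixon's test of the highest or lowest of the 4 cell lines was applied to 62 genes and gene lists, and 6 passed, where chance gives 3.1. SNORD12B in Hep3B cells (log2 ratio -3.95) and SNORD46 in SW1990 cells (3.20) each rest on 1 fragment in 1 library, with 0 in all others. SNORA74A in Hep3B cells (-4.97) and ENSG00000254165 in Hep3B cells (-2.83) had no RIP fragment in any cell line, so their ratios follow the level of the input, which was highest in Hep3B cells, with 40 fragments on SNORA74A and 99 on ENSG00000254165. SYNE2 in DU145 cells (2.70) and CORO7-PAM16 in HCT116 cells (3.12) were higher in RIP in 4 of 4 cell lines. Per 1000000 fragments, SYNE2 went from 74.3 in the input to 214 in RIP in DU145 cells. It went from 46.0 to 159 in HCT116, from 80.1 to 252 in SW1990, and from 85.3 to 138 in Hep3B cells. On this scale the rise was steeper in HCT116 and SW1990 cells than in DU145 cells, and weaker in Hep3B cells. The outlying SYNE2 value therefore depends on the scale of the deposited FPKM. CORO7-PAM16 is a readthrough gene that shares its sequence with CORO7 and PAM16, so its fragments depend on how the authors' counting split them. Beyond these counts, neither a technical nor a biological explanation was tested for the 6 values.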

How the results depend on the processing

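The alternatives with recovered fragments, with 1 fragment, with genes listed at any value, with RIP above 0 and the input ignored, with RefSeq's list, and with values set to 3 fragments were added after the values were seen. The causes of the changes below were not tested unless a cause is given.

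Leaving out the block for cell line reduced the genes higher in RIP from 5282 to 1427, the genes lower from 4960 to 1344, and the snoRNAs lower from 15 to 2. In the simulated counts the fit without a block also lost its calls. DESeq2, no minimum or a minimum of 50 counts, centring, limma, recovered fragments, and the 4 fits that each left out a cell line kept both counts of genes within 1.5 times, from 4448 to 5664 higher and from 3389 to 5655 lower. Centring on protein-coding genes, which moved the median log2 fold change of all genes from -0.05 to -0.23, gave 4599 higher and 5655 lower. limma on log2(FPKM + 1) gave 4831 higher and 3389 lower, and on log2(FPKM + 0.1) it gave 4950 and 3551. Without a minimum on counts the split was 5126 and 5629. No gene called in one direction was called in the other under any of these settings. The recovered fragments shared 5262 of the 5282 higher and 4955 of the 4960 lower calls.

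snoRNAs higher in RIP numbered 0 in every count-based fit, and 2 with limma on log2(FPKM + 1) or on log2(FPKM + 0.1). snoRNAs lower numbered 31 and 30 in those fits, which tested 166 snoRNAs in place of 25. Leaving out 1 cell line gave from 9 to 18, with the 9 in the fit without Hep3B, which tested 20.

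Of the snoRNAs detected in RIP, 176 in at least 1 library, 20 were above 0 in all 4 and 18 had at least 1 FPKM in all 4. Counting every snoRNA listed at any value gave 1478. The 2 snoRNAs shared by the 4 cell lines became 0 at 4-fold, with at least 10 FPKM in RIP, with the authors' deposited q-values, or with CPM in place of FPKM. With the input ignored they became 18 at a minimum of 1 FPKM and 20 above 0. Leaving out 1 cell line gave from 2 to 4, with 4 in the absence of HCT116.

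The median log2 ratio of snoRNAs moved from 0 to -0.90 for snoRNAs with a mean of at least 5 FPKM. The -0.19 after centring is only the median of protein-coding genes taken from 0, and the 0.16 with values under 3 fragments set to 3 fragments is only the ratio of the floors of the libraries, so neither shows a direction of snoRNAs. It stayed at 0 with a pseudocount of 0.1, with CPM, with snoRNAs above 0 in any library, with RefSeq's list, and without any single cell line. The mean log2 ratio of SNORA23 ranged from -1.95 without DU145 to -0.24 without Hep3B. That of SNORA73B ranged from -3.81 without DU145 to -1.39 in CPM.

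Among 35 genes reported by name, 397 values under alternatives comprised 362 with the same direction and side of the threshold, 27 weaker, of which 13 came from leaving out the block, 3 stronger, and 5 reversed. IPO7, at -0.09, reversed to 0.35 under both limma fits. Across the fits that each left out a cell line, EIF4EBP1, at -0.08, ranged from -0.44 without Hep3B to 0.18 without SW1990, FBL, at -0.08, from -0.19 without Hep3B to 0.060 without SW1990, and KCNQ1OT1, at -0.09, from -0.41 without SW1990 to 0.15 without Hep3B. None of these 4 genes passed the threshold in any of those fits. Depth limits most snoRNAs. Only 25 reached a mean of 10 counts, and SNORA23 did not.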

Differences from the paper's values

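The paper reports 1457 snoRNAs in the RPS6 pulldowns of the 4 cell lines. In the deposited tables, 176 genes with snoRNA names were above 0 in at least 1 RIP library, and none of the alternatives set before the data were examined closed the gap, the highest being 253 above 0 in at least 1 input library. Counting every snoRNA that the tables list at any value, 0 included, gave 1478, a setting chosen after seeing the values. The mRNAs and pseudogenes that the paper counts together outnumber the 32371 genes above 0 in any RIP library. Its class counts therefore cannot be counts of genes above 0 in these libraries.

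The paper reports 1916 snRNAs, against 111 above 0 in at least 1 RIP library. None of the alternatives set before the data were examined closed the gap, and all snRNA names listed at any value numbered 1922, again a setting chosen after seeing the values.

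The paper reports 12 snoRNAs shared by the 4 cell lines, against 2 here. Of the alternatives set before the data were examined, the rule of at least 1 FPKM in RIP with the input ignored gave 18, within 1.5 times of the paper's 12, and 5 of the paper's 12 were among them (SNORA23, SNORA71C, SNORA73B, SNORD17, and SCARNA13). The rules of 1.5-fold, pseudocount 0.1, RIP above 0, and centring gave 2, those of 4-fold, at least 10 FPKM, the authors' deposited q-values, and CPM gave 0, and leaving out 1 cell line gave from 2 to 4, with SNORA28 among the 3 without Hep3B. RIP above 0 with the input ignored, chosen after seeing the values, gave 20.

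In the Venn diagram, about 7 snoRNAs in Fig. 1C, read by eye, belong to HCT116 cells only, against 16 here, and about 6 in Fig. 1C, read by eye, belong to SW1990 cells only, against 25 here. None of the alternatives set before the data were examined closed either gap.

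The paper names SNORD12B and SNORA20 among the snoRNAs shared by the pulldowns. In the deposited tables SNORD12B had 0 fragments in all 4 RIP libraries and SNORA20 was listed at 0 in all 8 libraries. SNORD46 and SNORA31, which it also names, were above 0 in 1 RIP library each, SNORA65 in 2, and SNORA28 and SCARNA5 in 3. The paper states that SNORA23 and SNORA73B interacted with RPS6. Both were above 0 in all 4 RIP libraries, with SNORA73B below its input in 4 of 4 cell lines and SNORA23 in 3 of 4.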

Other observations

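The tests of effective length and of the length correction were set before their values were seen, and the test of length among long noncoding RNAs was chosen after the trend in mRNAs was seen. The lists of genes were fixed before the data were examined. Percentiles are among random lists matched on size and mean expression and describe these libraries.

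RNAs of several kinds were lower in RIP than in input. Of the nuclear-retained RNAs, 3 of 6 had a mean of at least 1 FPKM (MALAT1, NEAT1, and TUG1), with a mean of the 4 medians of -2.33 ± 0.62 (SD, n = 4 cell lines). KCNQ1OT1, of the same list, was left out by this minimum despite a mean of 1037 counts and was not lower past the threshold, with a log2 fold change of -0.09 (standard error 0.28, adjusted p = 0.815 from edgeR's quasi-likelihood test). The 7 nuclear small RNAs gave -3.47 ± 0.83 (SD, n = 4), the 2 cytoplasmic small RNAs, RN7SL1 and RN7SL2, gave a mean of -6.55, from -8.80 to -4.81 over the 4 cell lines, and 35 mitochondrially encoded RNAs gave -4.99 ± 1.30 (SD, n = 4). Each of these lists was lower in 4 of 4 cell lines (exact sign-flip permutation test, p = 0.13, the smallest possible). Their medians stood at or below percentile 2.65 in every cell line. Outside SW1990 cells, the median of the nuclear small RNAs rested on few fragments. It was RNU4-1 in Hep3B cells, with 8 fragments in the input and 0 in RIP. In HCT116 cells it was RNU6-1, with 1 and 0, and in DU145 cells RNU5A-1, with 2 and 0. Of the same list, RN7SK, RPPH1, and RNU1-1 were lower in 4 of 4 cell lines, and RMRP in 3 of 4. The median of protein-coding genes was 0.19 ± 0.07 (SD, n = 4). MALAT1 had a log2 fold change of -3.04 (standard error 0.37, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test).

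The mRNA of RPS6 itself was lower in RIP, with a log2 fold change of -2.24 (standard error 0.28, adjusted p = 0.000103 from edgeR's quasi-likelihood test) in 4 of 4 cell lines. It belongs to the ribosomal protein mRNAs, of which 84 with a mean of at least 1 FPKM had a mean of medians of -1.79 ± 0.74 (SD, n = 4). MTOR (2.68), SYNE2 (1.77), ACTB (1.43), GAPDH (0.91), and AKT1 (0.80) were higher. Without the block for cell line, RPS6, ACTB, AKT1, and GAPDH did not pass the threshold. GAPDH also did not pass it after centring, under both limma fits, or without Hep3B, HCT116, or DU145. Short mRNAs were lower in RIP as a group, so the ribosomal protein mRNAs were compared with protein-coding genes of similar effective length, taken from the ratio of count to FPKM. They lay below these by a mean of -1.18 ± 0.47 (SD, n = 4) and in all 4 cell lines, which argues against shortness as the whole cause. A hypothesis is that these mRNAs are held in fewer ribosomes per transcript than others of their length in growing cells. It was not tested, and the copies of ribosomal protein genes in pseudogenes were not examined.

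Longer mRNAs were higher in RIP. Across 12712 protein-coding genes, Spearman's rho of the log2 ratio with effective length was 0.28, 0.36, 0.34, and 0.39 in Hep3B, HCT116, DU145, and SW1990 cells. The 2543 shortest genes had medians of -0.14, -0.51, -0.36, and -0.57, and the 2543 longest 0.66, 0.76, 0.73, and 0.87. Genes are not independent replicates. The length correction in the deposited FPKM is argued against, since fragments per 1000000, which carry none, gave a mean rho of 0.31 ± 0.07 (SD, n = 4), above 0 in all 4. A bias towards long RNAs of every kind stays open, because the ratio also rose with effective length among 433 long noncoding RNAs, with a rho of 0.17, 0.21, 0.17, and 0.22 in the same order of cell lines and a mean of 0.19 ± 0.03 (SD, n = 4). That longer coding sequences hold more ribosomes and are pulled down more is a further explanation that stays open and was not tested, as were other effects of the pulldown such as RNA integrity.

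Genes of the check of cell lines gave the following fragments. In the pair called Hep3B, ALB had 270709 in the input and 375365 in RIP, AFP 18382 and 9016, APOB 189475 and 298177, APOA1 7845 and 18908, TTR 3903 and 1793, and SERPINA1 29845 and 54711. In the other 6 libraries ALB had at most 130, AFP at most 18, APOB at most 80, APOA1 at most 13, TTR at most 11, and SERPINA1 at most 1645. CDX2 was highest in SW1990 cells, with 11976 and 20486, and LGR5 in the Hep3B pair, with 2439 and 2733. KLK3 had at most 9 fragments and KRT20 at most 30 in any library. These values show liver transcripts in the pair and do not settle between the Hep3B and Huh7 labels.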
